# Lamin B1 loss promotes lung cancer development and metastasis by epigenetic derepression of RET

**DOI:** 10.1084/jem.20181394

**Published:** 2019-04-23

**Authors:** Yanhan Jia, Joaquim Si-Long Vong, Alina Asafova, Boyan K. Garvalov, Luca Caputo, Julio Cordero, Anshu Singh, Thomas Boettger, Stefan Günther, Ludger Fink, Till Acker, Guillermo Barreto, Werner Seeger, Thomas Braun, Rajkumar Savai, Gergana Dobreva

## Abstract

Although abnormal nuclear structure is an important criterion for cancer diagnostics, remarkably little is known about its relationship to tumor development. Here we report that loss of lamin B1, a determinant of nuclear architecture, plays a key role in lung cancer. We found that lamin B1 levels were reduced in lung cancer patients. Lamin B1 silencing in lung epithelial cells promoted epithelial–mesenchymal transition, cell migration, tumor growth, and metastasis. Mechanistically, we show that lamin B1 recruits the polycomb repressive complex 2 (PRC2) to alter the H3K27me3 landscape and repress genes involved in cell migration and signaling. In particular, epigenetic derepression of the RET proto-oncogene by loss of PRC2 recruitment, and activation of the RET/p38 signaling axis, play a crucial role in mediating the malignant phenotype upon lamin B1 disruption. Importantly, loss of a single lamin B1 allele induced spontaneous lung tumor formation and RET activation. Thus, lamin B1 acts as a tumor suppressor in lung cancer, linking aberrant nuclear structure and epigenetic patterning with malignancy.

## Abstract (precis)

Jia et al. demonstrate that lamin B1 acts as a tumor suppressor in lung cancer. Lamin B1 loss promotes lung cancer development and metastasis by loss of PRC2 recruitment to chromatin and activation of the RET/p38 signaling axis.

## Introduction

Lung cancer is the leading cause of cancer-related death worldwide (Siegel et al., 2017), mainly due to its high propensity to metastasize rapidly. Lung tumors are divided into two major histopathological groups: small-cell lung cancer (SCLC) and non–small-cell lung cancer (NSCLC). NSCLC, which accounts for ∼80% of all cases, is subdivided into adenocarcinoma, squamous cell carcinoma (SCC), and large-cell carcinoma. A key characteristic and important diagnostic criterion for lung cancer and other neoplasias is alteration of the nuclear structure, including characteristic changes in nuclear shape and size, the number of nucleoli and nuclear bodies, chromatin appearance, and a “polymorphic” nuclear envelope with abnormal nuclear blebs (Zink et al., 2004; Chow et al., 2012). It has been shown that collapse of the nuclear envelope in NSCLC cells triggers extensive DNA damage and can be used as a valuable biomarker for genomic instability in lung tumors (Hatch et al., 2013). The nuclear envelope, which is an important determinant of nuclear structure, shape, and genome integrity, is composed of nuclear membranes, nuclear lamina, and nuclear pore complexes (Bukata et al., 2013; Van Bortle and Corces, 2013). The nuclear lamina is located between the inner nuclear membrane and the peripheral heterochromatin and consists of a proteinaceous meshwork of intermediate filaments, the lamins (Butin-Israeli et al., 2012; Burke and Stewart, 2013). There are two separate classes of lamins, A-type and B-type. While B-type lamins are present throughout development, A-type lamins are expressed only after commitment of cells to a particular differentiation pathway (Stewart and Burke, 1987), suggesting distinct molecular functions of A- and B-type lamins in different cell types. All lamins share a common structure and form coiled-coil dimers that associate in protofilaments and higher-order lamin structures (McKeon et al., 1986; Dittmer and Misteli, 2011). However, high-resolution confocal microscopy demonstrated that the different type of lamins form distinct meshworks, which show low colocalization, further suggesting distinct functions. The major fraction of lamins is found at the nuclear lamina, to support the nuclear envelope and provide anchorage sites for chromatin (Shimi et al., 2008). Genome-wide profiling of lamin B1 binding identified large lamina-associated domains (LADs), consisting of megabase-sized, relatively gene-poor, and repressive chromatin domains, that dynamically associate with the nuclear lamina (Guelen et al., 2008; Reddy et al., 2008; Peric-Hupkes et al., 2010). The majority of genes associated with lamin B1 are transcriptionally inactive and enriched in repressive histone marks such as H3K27me3 and H3K9me2/3 (Reddy et al., 2008; Wen et al., 2009). In contrast, A-type lamins associate with both hetero- and euchromatin (Shimi et al., 2008; Gesson et al., 2016). In addition to their key function in regulating nuclear structure stability (Sullivan et al., 1999; Vergnes et al., 2004; Shimi et al., 2008), chromatin organization and gene positioning (Guelen et al., 2008; Reddy et al., 2008), lamins play a key role in the regulation of DNA replication and repair (Jenkins et al., 1993; Moir et al., 2000; Butin-Israeli et al., 2013), cell cycle progression, and cell proliferation and differentiation (Burke and Stewart, 2013). Consistently, mutations in lamins lead to a broad spectrum of diseases (Schreiber and Kennedy, 2013). Changes in the expression of lamins have been linked to various tumor entities; however, the relationship appears to be complex and tumor-type specific, and direct evidence for their function in cancer is lacking (Butin-Israeli et al., 2012; Burke and Stewart, 2013; Hutchison, 2014).

Global epigenetic reprogramming is another hallmark of cancer cells. Polycomb group (PcG) proteins are epigenetic repressors with a key function in cancer (Dawson and Kouzarides, 2012; Conway et al., 2015; Comet et al., 2016). Two major polycomb repressive complexes (PRCs) have been identified: PRC1 and PRC2. PRC1 ubiquitylates histone H2A on Lys119 (Wang et al., 2004a), whereas PRC2 catalyzes the mono-, di-, and trimethylation of H3 on Lys27 (Cao et al., 2002). Generally, the H3K27me2/3 marks act as a docking site for the chromobox-domain protein subunits of the PRC1 complexes, leading to PRC1 recruitment and polycomb-mediated chromatin compaction (Wang et al., 2004b). This, in turn, reduces the accessibility of chromatin to transcription factors and chromatin remodelers, resulting in transcriptional repression. EED, SUZ12, and one of the two histone H3K27 methyltransferases, EZH1 or EZH2 (Cao et al., 2002; Czermin et al., 2002), are core components of the PRC2 complex. Both gain and loss of PRC2 function, as a result of mutations in these core components, have been linked to cancer initiation, progression, and metastasis, suggesting that the role of the PRC2 complex in tumorigenesis is multifaceted and highly cell type specific (Dawson and Kouzarides, 2012; Conway et al., 2015; Comet et al., 2016). In NSCLC models, PRC2 suppresses epithelial–mesenchymal transition (EMT), but the effects of its modulation are dependent on the genetic context of the tumors (Serresi et al., 2016). The levels of EZH2 and other PRC2 components have been reported to be high in SCLC (Sato et al., 2013), and recently a therapeutic strategy involving chemotherapy combined with EZH2 inhibitors was suggested to prevent chemotherapy resistance of SCLC (Gardner et al., 2017). In stark contrast, loss of EZH2 induces multidrug resistance of acute myeloid leukemia (Göllner et al., 2017). The highly context-dependent role of the PRC2 complex in cancer illustrated by these studies emphasizes the need to consider systemic and long-term treatment with EZH2 inhibitors with caution and calls for a more precise understanding of the downstream mechanisms underlying PRC2 function in cancer.

In our paper, we uncover a key function of lamin B1 as a tumor suppressor in lung cancer. Mechanistically, we show that lamin B1 recruits the PRC2 complex to repress genes involved in cell migration and signaling. We found that derepression of the rearranged during transfection (RET) proto-oncogene and activation of the RET/p38 signaling axis mediates the malignant phenotype upon lamin B1 loss. Thus, lamin B1 plays a key role in lung cancer development and progression, providing a molecular link between altered nuclear morphology, aberrant epigenetic patterning, and the malignant phenotype.

## Results

### Lamin B1 levels are reduced in lung cancer patients and lower lamin B1 expression correlates with higher lung cancer grade

To determine whether irregular expression of lamins may contribute to the abnormalities observed in the nuclei of lung cancer cells and may be linked to lung tumor initiation and progression, we first analyzed a human lung tissue microarray comprising different types and grades of lung cancer specimens (Fig. 1 and Fig. S1). Immunostainings using two different antibodies revealed lower expression of lamin B1 in SCLC and a progressive loss of lamin B1 in high-grade adenocarcinoma and SCC, which have a significantly worse prognosis compared with lower grade tumors (Fig. 1, A and C; and Fig. S1, A and B). Grade I cancer cells expressed higher levels of nuclear lamin B1, both in terms of intensity and percentage of positive cells, whereas in grade II and especially in grade III tumors, much fewer cells expressed lamin B1, typically at substantially lower levels (Fig. 1, A and C). In contrast, no differences were observed in lamin A expression between normal lung tissue and all subtypes and grades of NSCLC, except for a decrease in SCLC (Fig. 1, B and D). In grade II and, in particular, in grade III tumors, we observed clusters of cells highly positive for lamin B1 but negative for lamin A, which stained positive for the immune/inflammatory marker CD45 (Fig. S1, C and D). Thus, lamin B1 levels are significantly reduced in tumor cells of lung cancer patients but are high in immune cells, which have been shown to exhibit stage-dependent accumulation in human lung tumors (Banat et al., 2015) decrease of lamin B1 levels in lung cancer compared with nonmalignant lung cells/tissues was confirmed by Western blot analysis of mouse lung epithelial (MLE12) cells and normal human bronchial epithelium B2B (BEAS-2B) cells, compared with the highly aggressive, metastatic mouse Lewis lung carcinoma (LLC1) cells, as well as H69 human SCLC cells (Fig. S1 E). Interestingly, LLC1 cells showed abnormal nuclear shape and lamin B1 localization (Fig. S1 F). Together, these findings support the notion that loss of lamin B1 may play a role in promoting lung cancer initiation, progression, and malignancy.

**Figure 1.**
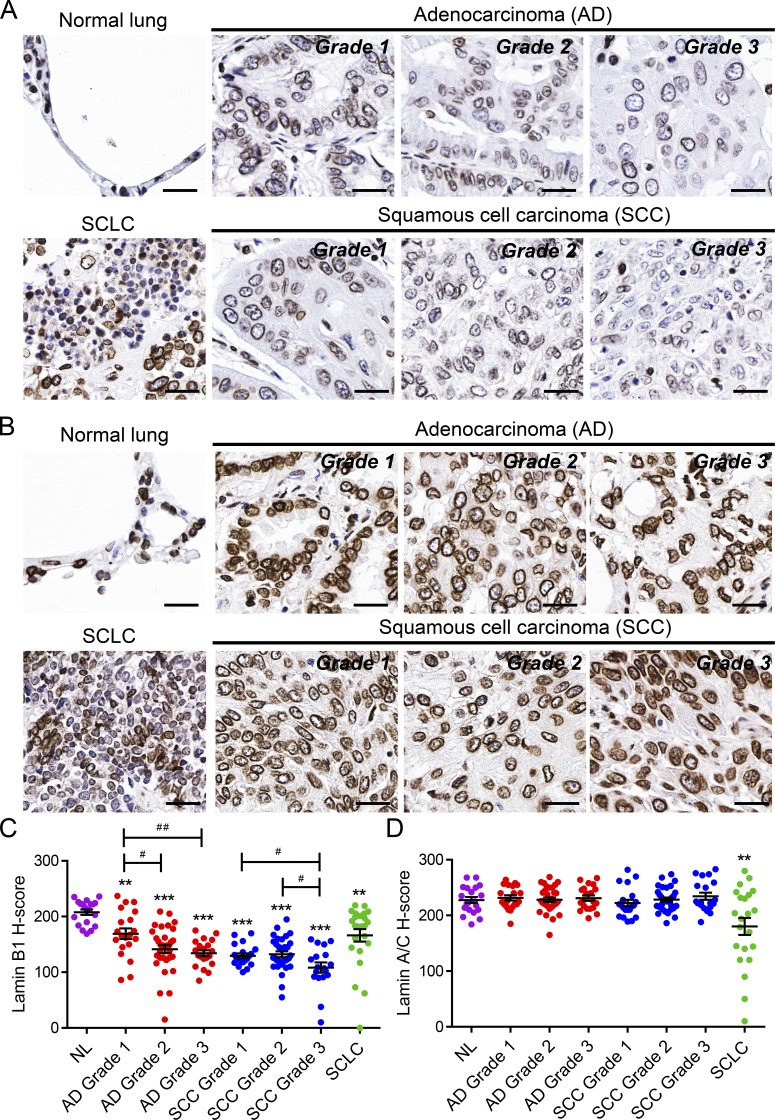
**Reduced lamin B1 levels in lung cancer patients. (A and B)** IHC of representative tissue samples from different types and grades of lung tumors from a tissue microarray stained with an anti–lamin B1 (A) and anti–lamin A/C (B) antibody. Scale bars, 25 µm. **(C and D)** Relative staining intensity (H-score) for lamin B1 (C) and lamin A/C (D) in lung tumors of different types and grades. *n* = 70 for adenocarcinoma ([AD] *n* = 20 grade 1, *n* = 30 grade 2, *n* = 20 grade 3); *n* = 69 for SCC (*n* = 16 grade 1, *n* = 33 grade 2, *n* = 20 grade 3); *n* = 22 for SCLC; and *n* = 20 for normal lung tissue (NL). Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. **, P < 0.01; ***, P < 0.001 versus normal lung tissue. #, P < 0.05; ##, P < 0.01.

### Lamin B1 loss promotes EMT and metastasis

EMT is a crucial event during tumor progression and metastasis (De Craene and Berx, 2013). To determine whether lamin B1 plays a role in EMT, we depleted lamin B1 in MLE12 cells by lentivirus-driven shRNA-mediated silencing and clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 gene editing (Fig. S2, A and B). While control MLE12 cells maintained a cobblestone-like, epithelial appearance in culture, lamin B1–depleted MLE12 cells developed a spindle-shaped morphology (Fig. 2 A and Fig. S2 B). We detected significant downregulation of the epithelial marker E-cadherin and upregulation of the mesenchymal markers fibronectin, vimentin, and N-cadherin in lamin B1 knockdown (KD) cells (Fig. 2, B and C). Importantly, lamin B1–depleted MLE12 cells possessed a significantly higher migratory capacity in scratch wound healing and Boyden chamber–based migration assays (Fig. 2 D and Fig. S2 C). The role of lamin B1 in cell proliferation appears to be complex and cell type specific (Butin-Israeli et al., 2012). Thus, we next tested the role of lamin B1 silencing on cell proliferation and anchorage-independent growth. Interestingly, while lamin B1 silencing led to decreased cell proliferation in two-dimensional adherent monolayer cultures (Fig. 2 E), the capacity of MLE12 cells to form colonies in soft agar as a measure of anchorage-independent growth, one of the hallmarks of malignant transformation (Hanahan and Weinberg, 2011), was markedly increased after downregulation of lamin B1 (Fig. 2, F and G). Furthermore, the individual colony size was increased by lamin B1 depletion (Fig. 2 F). To further examine the role of lamin B1 downregulation in tumor growth and metastatic dissemination in vivo, we injected control and lamin B1 KD MLE12 cells intravenously in nude mice (Fig. 2, H and I). We observed no or very few small nodules in the lungs of mice injected with control MLE12 cells. By contrast, there were numerous metastases with a very large volume in mice injected with lamin B1 KD MLE12 cells (Fig. 2, H and I). Consistently, we observed similar effects on cell migration and invasion in highly metastatic LLC1 cells after lamin B1 depletion (Fig. 2, J and K; and Fig. S2, D and E). Furthermore, we found a significantly increased number of tumor nodules with a large volume in C57BL/6 mice injected intravenously with lamin B1–silenced LLC1 cells compared with controls (Fig. 2, L and M). Thus, lamin B1 depletion promotes EMT, tumor growth, and metastasis.

**Figure 2.**
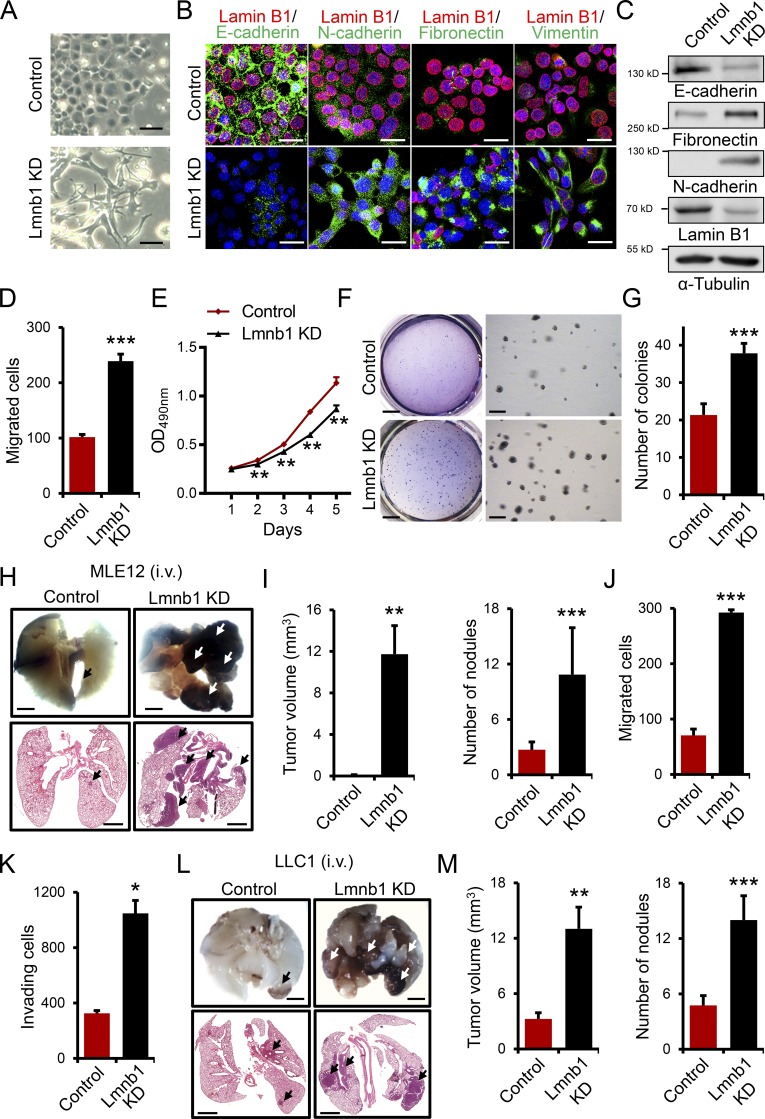
**Lamin B1 silencing promotes EMT, tumor growth, and metastasis. (A)** Images of control and lamin B1 KD (Lmnb1 KD) MLE12 cells showing morphological changes after lamin B1 silencing. Scale bars, 50 µm. **(B and C)** Immunostainings (B) and Western blot analysis (C) for EMT markers in control and lamin B1 KD MLE12 cells. Cell nuclei were labeled by DAPI. Scale bars, 20 µm. **(D)** Boyden chamber migration assay with control and lamin B1 KD MLE12 cells (*n* = 4). **(E)** MTS cell proliferation assay to determine the effect of lamin B1 loss on cell proliferation (*n* = 8). **(F)** Soft agar assay to assess the anchorage independent cell growth of control and lamin B1 KD MLE12 cells. Higher magnifications (right panels) show the increased colony size upon lamin B1 loss (*n* = 6). Scale bars of left panels, 4 mm; scale bars of right panels, 0.5 mm. **(G)** Quantification of the number of colonies per field in the soft agar assay. **(H and I)** Control and lamin B1 KD MLE12 cells were injected intravenously into the tail vein of BALB/c nu/nu mice. After 24 d, mice were sacrificed and examined for tumor metastases in the lungs. Macroscopic appearance (H, top) and H&E (H, bottom) staining of representative lungs. Arrows indicate metastatic nodules. Scale bars, 2 mm. **(I)** Quantification of the microscopic tumor volume and metastatic nodules. *n* = 9 for the control, 8 for the Lmnb1 KD group (MLE12). **(J and K)** Boyden chamber migration (J) and invasion (K) assay with control and lamin B1 KD LLC1 cells (*n* = 4). **(L and M)** Control and lamin B1 KD LLC1 cells were injected intravenously into the tail vein of C57BL/6 mice for 20 d. Macroscopic appearance (L, top) and H&E (L, bottom) staining of representative lungs. Arrows indicate metastatic nodules. Scale bars, 2 mm. **(M)** Quantification of the macroscopic tumor volume and metastatic nodules. *n* = 8 for the control and Lmnb1 KD groups (LLC1). Results (B–G, J, and K) are representative of a minimum of three independent experiments. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. *, P < 0.05; ** P < 0.01; ***, P < 0.001.

### Upregulation of the RET proto-oncogene plays a key role in mediating the EMT and malignant phenotype upon lamin B1 loss

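Lmnb1, which encodes lamin B1, was far lower in the knockdown cells, while Lmnb2 was slightly lower and Lmna slightly higher. The authors' deposited table gives Lmnb1 (chromosome 18 of GRCm38, from 56707813 to 56753424) a log2 fold change of -1.96 in lamin B1 KD against control MLE12 cells (standard error 0.11, adjusted p = 1.3e-66 from DESeq2). This leaves 0.258 of the control level. In that deposited table Lmnb2, the gene of the other B-type lamin, was lower by a log2 fold change of -0.38 (adjusted p = 0.0073 from DESeq2) and Lmna, the gene of lamins A and C, was higher by 0.31 (adjusted p = 0.0064). MLE12 is a mouse lung epithelial cell line with features of alveolar type II cells, the cells that make surfactant. The cells were kept in puromycin at 2 µg/ml. The paper kept its stable shRNA lines at this concentration and calls cells with shRNA against lamin B1 KD cells. Which of its shRNAs these libraries carry is not given in the sources used here, and effects of the shRNA on other genes are not separated from those of lamin B1 in any value of this comparison. Polyadenylated RNA was selected from 1 µg of RNA of 2 control and 2 Lmnb1 KD samples and sequenced by Ion Torrent. The authors trimmed the reads with Reaper, mapped them to mm10 with STAR and compared the groups with DESeq2. The values used here are those of this comparison as the authors deposited it. For each gene it holds a mean normalized count over the 4 libraries, a log2 fold change, a p-value and an adjusted p. It shows neither the value nor the depth of a single library, so no SD is given. The sources used here do not say whether the replicates came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. Of 18018 genes listed, 17906 have values and 11639 have an adjusted p and are called tested genes here. Their lowest mean level is 33.7 and their median 894. A standard error was recovered for each gene as its log2 fold change divided by the normal deviate of its p-value. It had a median of 0.14 over the tested genes, with quartiles of 0.11 and 0.19. Fold changes of rare transcripts are pulled toward 0 in the deposited table. In 100% of the 2707 genes with a mean level under 4, the recovered standard error lies under what the sampling of reads alone allows. Across 11571 tested genes the log2 fold change rose with the GC content of the transcript (Spearman 0.39, across genes, which are not independent replicates). Its median was -0.18 in the fifth of genes with the lowest GC content and 0.15 in the fifth with the highest. Gene list tests and counts were therefore repeated after this trend was subtracted, an alternative chosen after seeing the data. Positions were taken from GENCODE M21, which uses the same assembly as mm10.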

To gain insight into the mechanisms mediating the role of lamin B1 in EMT and metastasis we performed RNA sequencing (RNA-seq) from control and lamin B1–depleted MLE12 cells. 

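Genes past a 2-fold change were mostly higher in the lamin B1 KD cells. At the thresholds of the study (log2 fold change of at least 1, adjusted p under 0.05 and mean level of at least 2) the authors' deposited table holds 169 higher and 72 lower genes. Thus 70.1% were higher (95% Wilson interval 64.1% to 75.6%, exact binomial p = 3.6e-10, two-sided, with genes taken as independent). Among the higher genes were Cxcl12, which encodes a chemokine, Col22a1, a collagen gene, and Sftpc, which encodes surfactant protein C. Among the lower ones were Gnai1, an inhibitory G protein subunit, Rnf128, a ubiquitin ligase, and Ndnf, a secreted neurotrophic factor. Without the fold threshold the excess was absent: 1396 genes were higher and 1522 lower at the same adjusted p. This is 47.8% higher (95% Wilson interval 46.0% to 49.7%, exact binomial p = 0.021). The excess of higher genes was present at each mean level, with 57 higher and 32 lower genes under a mean level of 100, 49 and 11 between 300 and 1000, and 9 and 2 from 3000 on. Small changes followed GC content, with 71 higher and 584 lower genes in the fifth of tested genes with the lowest GC content and 511 higher and 95 lower genes in the fifth with the highest. After the trend on GC content and transcript length was subtracted, 145 genes were higher and 75 lower past 2-fold.

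**Figure D1:**
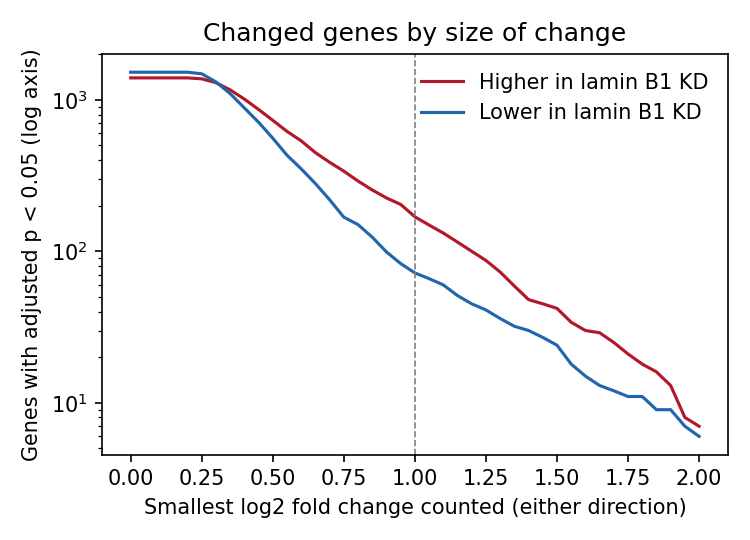
Number of genes with adjusted p under 0.05 in the authors' deposited table (vertical axis, log scale) whose change is at least the log2 fold change on the horizontal axis, higher (red) or lower (blue) in lamin B1 KD against control MLE12 cells. The lines start at 1396 higher and 1522 lower genes and stand at 169 and 72 at a log2 fold change of 1 (dashed line).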

Consistent with a repressive function of lamin B1 on gene expression (Reddy et al., 2008), we observed a significantly higher number of upregulated genes after lamin B1 depletion (Fig. 3 A and C). 

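Genes of cell migration and chemotaxis were more often higher than lower in the lamin B1 KD cells. A list of 80 such genes was written before the deposited values were examined, but with Fig. 3 known. Of these genes 65 were tested, of which 25 were higher and 6 lower at an adjusted p under 0.05 in the authors' deposited table (27 and 6 when adjusted over the list alone). The other 34 did not pass. The list rose as a set against the other tested genes (limma cameraPR with an inter-gene correlation preset to 0.01, adjusted p = 0.00017 over 31 lists). Without its genes labelled in Fig. 3 the list did not pass as a set (cameraPR adjusted p = 0.18, and 0.35 with the trends on GC content, transcript length and mean level subtracted as well). The study picked the labelled genes from these libraries, so a weaker result without them follows at least in part from that choice. The inter-gene correlation could not be estimated without values per library. Past 2-fold, 10 of its genes were higher, an odds ratio of 13.1 against the other tested genes (Fisher's exact test, two-sided, p = 2.9e-08). In the authors' deposited table the largest log2 fold changes among them were 2.22 for Cxcl12, the ligand of the receptor CXCR4, 1.73 for Ntf3, a neurotrophin, 1.70 for Mylk, the myosin light chain kinase, and 1.45 for Itgb3, integrin β3 (standard errors 0.16, 0.29, 0.20 and 0.28). Mylk overlaps a pair of antisense genes. The small GTPase genes Rhoa and Cdc42 were among the 6 lower ones in that deposited table, at log2 fold changes of -0.38 and -0.27. All 10 genes past 2-fold are labelled in Fig. 3, so they are not independent evidence of the direction of the list. Without the labelled genes 0 of 55 passed 2-fold, by construction (Fisher's exact test, p = 1). Of 24 tested genes of the p38 MAP kinase cascade, 4 were higher and 3 lower in the authors' deposited table (4 and 4 when adjusted over the list alone; cameraPR adjusted p = 0.65). Of 21 ERK feedback and target genes, 3 were higher and 2 lower in that deposited table (5 and 3 when adjusted over the list alone, cameraPR adjusted p = 0.70). The paper measured the activation of p38 and ERK as phosphorylated protein, with more for p38 and no change for ERK. Transcript levels do not measure phosphorylation, so these lists do not test that result.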

Gene Ontology (GO) analysis revealed overrepresentation for GO terms linked to migration and signaling among the genes upregulated upon lamin B1 KD (Fig. 3 B). Particularly interesting was the upregulation of the *Ret* proto-oncogene and its coreceptor *Gfra1* (glial cell line–derived neurotrophic factor family receptor α-1). 

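Transcripts of both receptor components were higher in the lamin B1 KD cells than in control cells. The authors' deposited table gives Ret, the receptor tyrosine kinase, a log2 fold change of 1.78 (standard error 0.26, 95% interval 1.28 to 2.28, adjusted p = 2.4e-10 from DESeq2), which is 3.43-fold. Gfra1, the coreceptor that binds the ligand GDNF, had a log2 fold change of 1.52 in that deposited table (standard error 0.20, 95% interval 1.12 to 1.92, adjusted p = 1.2e-11 from DESeq2), which is 2.87-fold. The intervals of the pair overlap, so the data do not rank one change above the other. Both are of low abundance, with mean normalized counts of 212 and 284 in the authors' deposited table against a median of 894 over the tested genes. Ret lies on the minus strand of chromosome 6 of GRCm38 from 118151745 to 118197718, and Gfra1 on the minus strand of chromosome 19 from 58235604 to 58455909. Exons of Gfra1 overlap 416 bases of the antisense gene Gm16277, and whether counting used strand is not given in the sources used here. Gdnf, the ligand, did not pass the test, with a log2 fold change of -0.24 in the authors' deposited table (standard error 0.17, adjusted p = 0.32). After the trends on GC content, transcript length and mean level were subtracted, the log2 fold changes were 1.65 for Ret and 1.46 for Gfra1. The paper joins this upregulation with RET knockdown, RET overexpression, RET and p38 inhibitors and transplants of RET knockdown cells into mice. From these it concludes that increased RET signaling has a key part in the mesenchymal and malignant state of lamin B1–depleted cells.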

Quantitative PCR (qPCR) and Western blot analysis confirmed the increased expression of *Ret* and *Gfra1* in lamin B1–depleted MLE12 cells (Fig. 3, D and E; and Fig. S2 F). RET is a member of the receptor tyrosine kinase family that is activated by the glial cell line–derived neurotrophic factor family of ligands. These peptides bind the RET coreceptors from the GFRA family. Ligand binding leads to complex formation between RET and its ligand-bound coreceptors, resulting in kinase activation and stimulation of downstream signaling pathways affecting cell proliferation and migration (Mulligan, 2014). These functional characteristics prompted us to further investigate whether RET upregulation might play a role in mediating EMT and the increased migration upon lamin B1 depletion. Importantly, RET KD led to a significant decrease in the cell migration and invasive capacity of lamin B1–depleted cells (Fig. 3, F and G) and downregulation of mesenchymal markers (Fig. 3, H and I), whereas RET overexpression in MLE12 cells led to a strong increase in mesenchymal marker expression (Fig. 3 I), suggesting that RET might be a key downstream target of lamin B1 in mediating EMT and the increased migratory and invasive phenotype upon lamin B1 loss.

**Figure 3.**
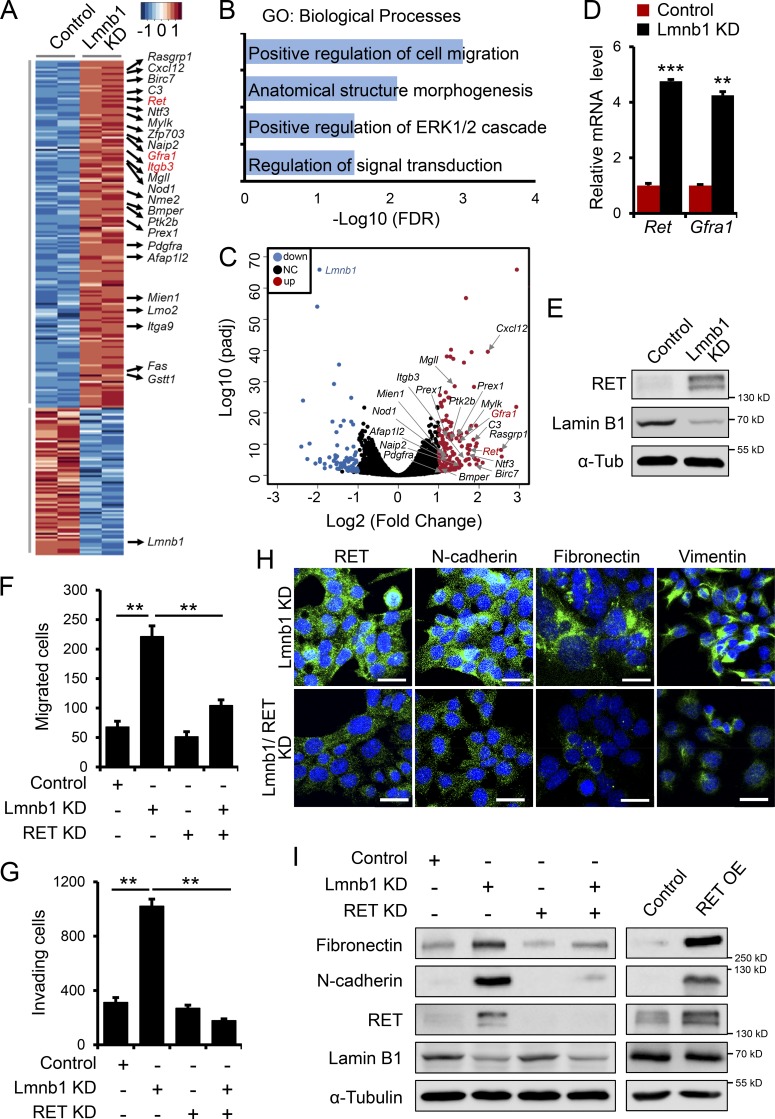
**RET upregulation mediates the EMT phenotype upon lamin B1 loss. (A)** Heat-map representation of RNA-seq analysis of control (*n* = 2) and lamin B1 KD MLE12 (*n* = 2) cells, showing a large number of genes involved in cancer development among the genes upregulated upon lamin B1 loss of function. **(B)** GO terms enriched among genes upregulated upon lamin B1 KD (*n* = 2, fold-change >2; P < 0.05). **(C)** Volcano plot showing log2 fold-change plotted against log10-adjusted P value (padj) for lamin B1 KD versus control MLE12 samples. Red dots represent genes upregulated and blue dots represent genes downregulated (adjusted P < 0.05, fold-change ≤0.5, ≥2) upon lamin B1 loss of function; NC, not changed. Genes involved in cell migration and signaling are indicated. **(D)** qPCR validation of *Ret* and *Gfra1* upregulation upon lamin B1 depletion (*n* = 6). **(E)** Western blot analysis for RET in control and lamin B1 KD MLE12 cells. **(F)** Boyden chamber migration assay with control, lamin B1 KD (Lmnb1 KD), RET KD (RET KD), and lamin B1/RET double-KD MLE12 cells (*n* = 4). **(G)** Boyden chamber invasion assay with control, Lmnb1 KD, RET KD, and lamin B1/RET double-KD LLC1 cells (*n* = 4). **(H)** Immunostaining for mesenchymal markers in lamin B1 KD and lamin B1/RET double-KD MLE12 cells. Cell nuclei were labeled by DAPI. Scale bars, 20 µm. **(I)** Western blot analysis for mesenchymal markers in control, lamin B1 KD, RET KD, and lamin B1/RET double-KD MLE12 cells or control and RET-overexpressing MLE12 cells. Results (D–I) are representative of a minimum of three independent experiments. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. **, P < 0.01; ***, P < 0.001. OE, overexpressing; α-Tub, α-tubulin.

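In the authors' deposited table the largest rises were those of Homer2, a scaffold protein of glutamate receptor signaling (log2 fold change 3.29, standard error 0.19), Col22a1, a collagen chain (2.94, standard error 0.17), and Mgp, an inhibitor of matrix calcification (2.92, standard error 0.28). The predicted gene Gm4980 stood at 2.56 in that deposited table. Rasgrp1, an activator of Ras that is labelled in the plot, stood at 2.55 in the deposited table (standard error 0.40, adjusted p = 6.9e-09 from DESeq2). Krt14, a basal cell keratin, Vdr, the vitamin D receptor, and H2-Ab1, a class II major histocompatibility gene, had log2 fold changes of 1.94, 1.92 and 1.88 in the authors' deposited table. The deepest falls in that deposited table were those of Gnai1 (-2.41, standard error 0.35), Rnf128 (-2.37, standard error 0.22), the forkhead gene Foxr2 (-2.26, standard error 0.44) and Amd2 (-2.20, standard error 0.31). Amd2, a gene of polyamine synthesis, shares 99.5% of its transcript with Amd1 at 95% identity or more, so the value of Amd2 is uncertain. Ndnf had a log2 fold change of -2.01 in the deposited table at a mean normalized count of 3027. Of the 15 genes with the lowest fold changes, only Lmnb1 was more abundant. Of the 25 labelled genes, 24 were higher and 1, Lmnb1, was lower at an adjusted p under 0.05 in the authors' deposited table (24 and 1 when adjusted over the list alone). Their median log2 fold change was 1.39, which is not independent evidence, since the study chose them on these samples. Nme2, a labelled gene, overlaps Gm20390 on the same strand and shares 45.4% of its transcript with Gm5566, so its log2 fold change of 1.33 in the authors' deposited table is uncertain. Gm4980 overlaps the antisense gene Gm10605 over 1168 bases of its exons, so its value is uncertain. Homer2 overlaps the antisense gene Gm44570, and Pdgfra the antisense genes Gm42802 and Gm42803.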

RET activation stimulates numerous signaling pathways affecting cell migration, including the MAP kinases p38, JNK, and ERK. Immunoblot analysis for phosphorylated (p-) and activated RET, p38, JNK1/2, and ERK1/2 revealed a marked increase in RET and p38 activation in lamin B1–depleted MLE12 cells, whereas p-ERK1/2 levels were not changed and p-JNK1/2 levels were even decreased (Fig. 4 A). RET KD in lamin B1–depleted cells led to a significant decrease in activated p-RET, p-p38, whereas RET overexpression led to a strong increase in p-RET and p-p38 (Fig. 4 B), suggesting that activation of the RET/p38 signaling axis can play a role in mediating the increased migratory and invasive phenotype upon lamin B1 loss. Further, treatment of lamin B1–depleted or RET-overexpressing cells with the RET inhibitor vandetanib or the p38 inhibitor SB202190 led to a decrease in the migratory capacity of lamin B1 KD and *Lmnb1*^+/−^ or Ret-overexpressing cells, comparable to control cells (Fig. 4, C–F; and Fig. S2, G and H). In contrast, silencing of lamin A did not have any effect on *Ret* expression and cell migration, suggesting a specific role of lamin B1 in regulating EMT in mouse lung epithelial cells (Fig. S2, I and J). Consistently, we observed similar effects on *Ret* expression and cell migration in lamin B1 KD LLC1 cells, as well as lamin B1 KD LLC1 cells treated with RET and p38 inhibitors, or after RET KD (Fig. 4, G–I). Moreover, similar results were obtained using normal human bronchial epithelium B2B and H69 SCLC cells (Fig. 4, J–M). Thus, activation of RET/p38 signaling is responsible for the highly migratory phenotype of lamin B1–depleted lung epithelial cells.

**Figure 4.**
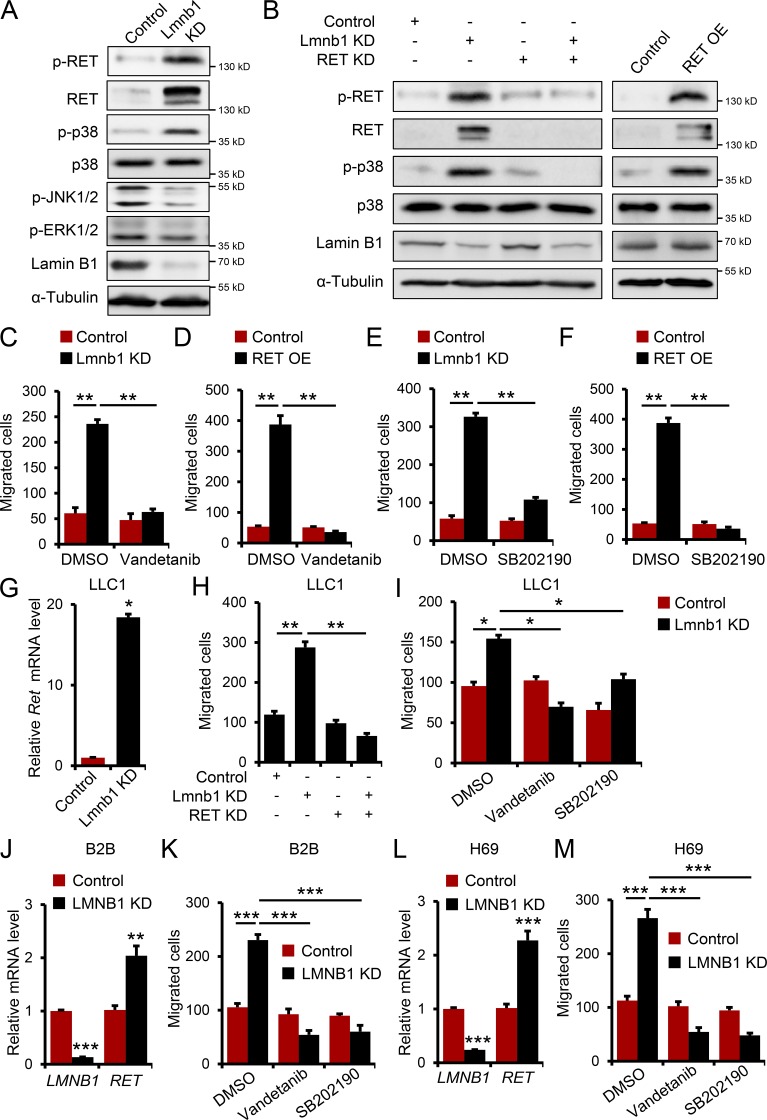
**Inhibition of RET/p38 signaling attenuates the highly migratory phenotype of lamin B1–depleted lung epithelial cells. (A)** Western blot analyses for activated RET (phospho-Y1062-RET), p38, JNK, and ERK1/2 of control and lamin B1 KD MLE12 cells. **(B)** Western blot analyses for RET, p38, activated p-RET, and p-p38 in control, lamin B1 KD, RET KD, and lamin B1/RET double-KD MLE12 cells or control and RET-overexpressing MLE12 cells. **(C and D)** Boyden chamber migration assay with control and lamin B1 KD (C) or control and RET-overexpressing (D) MLE12 cells treated with 20 nM vandetanib (*n* = 4). **(E and F)** Boyden chamber migration assay with control and lamin B1 KD (E) or control and RET-overexpressing (F) MLE12 cells treated with 30 µM SB202190 (*n* = 4). **(G)** Relative expression level of *Ret* in control and lamin B1 KD LLC1 cells (*n* = 6). **(H and I)** Boyden chamber migration assay with control, lamin B1 KD, RET KD , and lamin B1/RET double-KD LLC1 cells (H) or control and lamin B1 KD LLC1 cells treated with 20 nM vandetanib or with 30 µM SB202190 (I; *n* = 4). **(J and L)** Relative expression level of *RET* in control and lamin B1 KD B2B normal human lung bronchial epithelial cells (J) or H69 SCLC cells (L; *n* = 6). **(K and M)** Boyden chamber migration assay with control and lamin B1 KD B2B cells (K) or control and lamin B1 KD H69 cells (M) treated with 20 nM vandetanib or with 30 µM SB202190 (*n* = 4). Results (A–C, E, and G–I) are representative of a minimum of three independent experiments. Data shown in D, F, and J–M are representative of two independent experiments. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. *, P < 0.05; **, P < 0.01; *** P < 0.001. OE, overexpressing.

To examine the role of RET in metastatic dissemination of lamin B1–depleted lung epithelial cells in vivo, we injected control, lamin B1 KD, RET KD, and lamin B1/RET KD LLC1 cells intravenously in C57BL/6 mice (Fig. 5, A–D). Importantly, silencing of RET inhibited the highly increased tumor growth and metastatic ability of lamin B1–depleted cells, evident by the significant decrease in the metastatic area, number of tumor nodules, and tumor volume of mice injected with lamin B1/RET KD compared with lamin B1 KD LLC1 cells (Fig. 5, A–D). To further assess the role of RET and lamin B1 on tumor growth and spontaneous metastasis in vivo, control, lamin B1 KD, RET KD, and lamin B1/RET KD LLC1 cells were injected subcutaneously in C57BL/6 mice (Fig. 5, E–H). The tumor volume of mice transplanted with lamin B1–silenced LLC1 cells was similar to controls at day 20 after injection, although subcutaneous tumors were significantly larger in mice injected with lamin B1 KD LLC1 cells at day 16 (Fig. 5 E). RET depletion in control and lamin B1 KD cells resulted in a significant decrease in tumor volume (Fig. 5, E and F). Importantly, we found a much higher number of spontaneous metastases with larger tumor volume in the lungs of mice injected with lamin B1–depleted LLC1 cells compared with controls, whereas almost no metastasis was observed in mice injected with RET KD and lamin B1/RET KD LLC1 cells (Fig. 5, G and H). Consistent with the RET upregulation upon lamin B1 loss observed in cell culture studies, the metastatic nodules in the lungs of mice injected with lamin B1–depleted LLC1 showed high RET expression (Fig. S2 K). Taken together, these data indicate that RET upregulation plays a key role in mediating the EMT and malignant phenotype upon lamin B1 loss.

**Figure 5.**
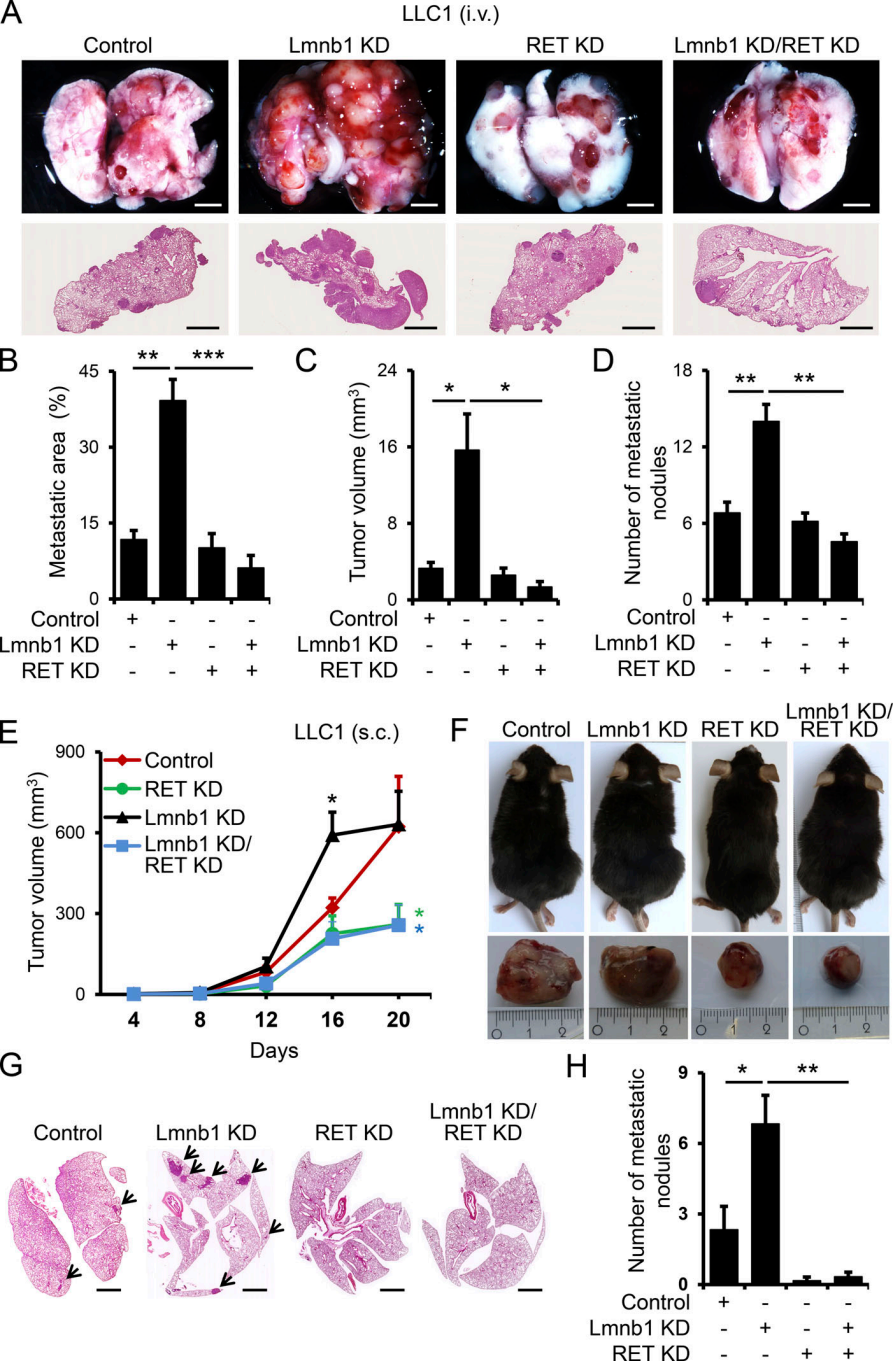
**Lamin B1 KD promotes tumor growth and metastasis through a RET-dependent mechanism. (A–D)** Control, lamin B1 KD, RET KD, and lamin B1/RET double-KD LLC1 cells were injected intravenously into the tail vein of C57BL/6 mice for 20 d (*n* = 6 each). Mice were sacrificed and examined for tumor metastases in the lungs. Macroscopic appearance (A, upper panels) and H&E staining (A, lower panels) of representative lungs. Scale bars, 2 mm. **(B–D)** Quantification of the metastatic area (B), microscopic tumor volume (C), and metastatic nodules (D) of mice injected with control, lamin B1 KD, RET KD, and lamin B1/RET double-KD LLC1 cells. **(E–H)** Control, lamin B1 KD, RET KD, and lamin B1/RET double-KD LLC1 cells were injected subcutaneously into the flanks of C57BL/6 mice for 20 d (*n* = 6). **(E)** Quantification of the macroscopic tumor volume at different days after injection. **(F)** Upper panels: Representative image of the mice at day 20 after injection. Lower panels: Mice were sacrificed and the subcutaneous tumors were removed. **(G and H)** Spontaneous metastasis in lungs. H&E staining of representative lungs (G) and quantification of the number of metastatic nodules in the lungs (H) of mice injected with control, lamin B1 KD, RET KD, and lamin B1/RET double-KD LLC1 cells (*n* = 6). Arrows indicate metastatic nodules. Scale bars, 2 mm. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001 (B–E and H).

### RET levels negatively correlate with lamin B1 levels in lung cancer patients

To analyze whether there is a correlation between lamin B1 and RET levels in lung cancer patients, we analyzed RET expression in a human lung tissue microarray (Fig. 6 A). RET was almost undetectable in normal lung tissue and was significantly upregulated in different types of lung cancer (Fig. 6, A and B). Importantly, the RET expression in the tumors negatively correlated with the lamin B1 expression, supporting a link between lamin B1 loss and RET upregulation in lung cancer patients (Fig. 6, C and D).

**Figure 6.**
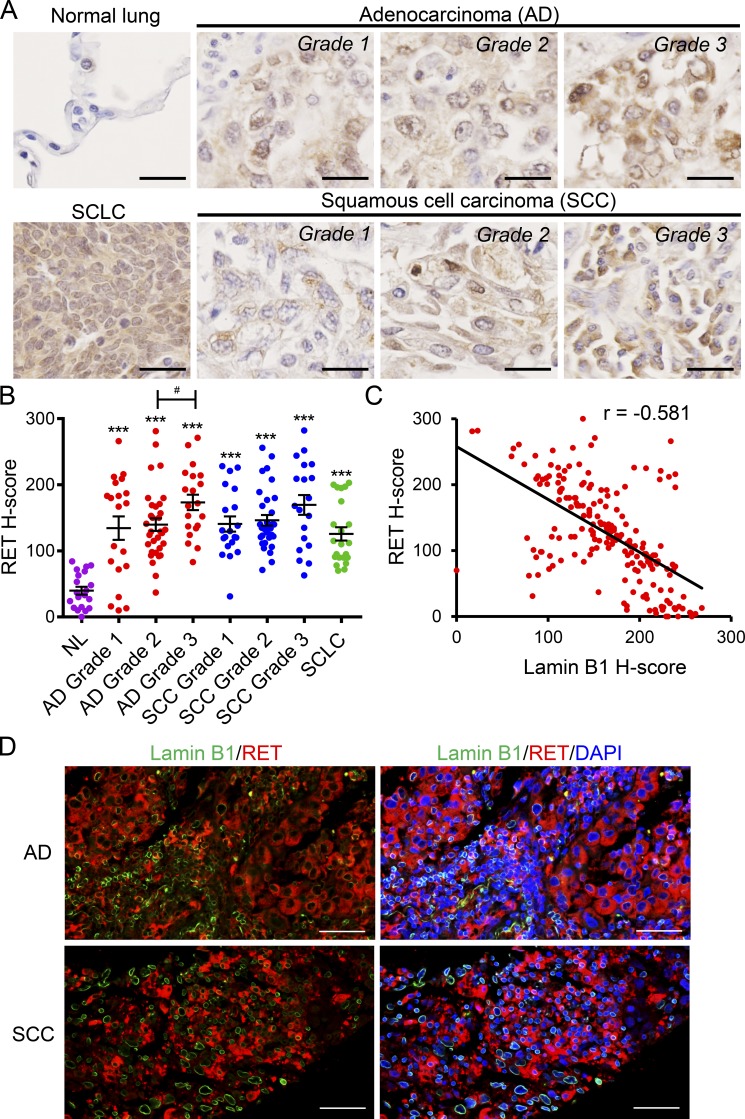
**Lamin B1 and RET expression show inverse correlation in lung cancer patients. (A)** IHC of representative tissue samples from different types and grades of lung tumors, from a tissue microarray, stained with an anti-RET antibody. Scale bars, 25 µm. **(B)** Relative RET staining intensity (H-score) in lung tumors of different types and grades. *n* = 70 adenocarcinoma (20 grade 1, 30 grade 2, 20 grade 3); *n* = 69 SCC (16 grade 1, 33 grade 2, 20 grade 3); *n* = 22 SCLC; and *n* = 20 normal lung tissue (NL). ***, P < 0.001 versus normal lung tissue. #, P < 0.05. AD, adenocarcinoma. **(C)** Correlation between the relative staining intensity for lamin B1 and RET; r, Pearson correlation coefficient. **(D)** Coimmunostaining of representative adenocarcinoma and SCC grade 3 samples with RET and lamin B1 antibodies showing that cells highly positive for lamin B1 express low levels of RET and vice versa. Scale bars, 50 µm.

### Lamin B1 recruits the EZH1/2 histone methyltransferase to silence gene expression

To gain further insight into the molecular mechanisms mediating the role of lamin B1 in lung cancer development, metastasis, and gene regulation we first analyzed the spatial gene positioning of the *Ret* (chromosome [Chr.] 6) and its coreceptor *Gfra1* gene loci (Chr. 19) in control and lamin B1–depleted MLE12 cells. Fluorescence in situ hybridization (FISH) analyses revealed that *Ret* and *Gfra1* are found at the nuclear periphery in control cells, whereas in lamin B1–depleted MLE12 cells their association with the nuclear lamina was lost (Fig. 7, A–D). In contrast, *Ret* was found at the nuclear periphery in both control and lamin A–depleted cells, suggesting a specific role of lamin B1 in tethering *Ret* to the nuclear periphery (Fig. S3 A). Interestingly, we observed differences in the distribution of differentially regulated genes among chromosomes (Fig. S3 B); e.g., Chr. 6 showed a higher percentage of upregulated genes in comparison to the percentage of RefSeq genes at this chromosome and Chr. 10 showed a lower percentage (Fig. S3 B). Thus, we investigated the morphology and location of Chr. 6 and Chr. 10 by chromosome painting. In control MLE12 cells, Chr. 6 territories were found near the nuclear lamina and were compact, whereas in lamin B1–depleted cells the nuclear territories occupied by Chr. 6 were larger and more centrally localized (Fig. 7 E). In contrast, no major difference was observed for Chr. 10 (Fig. 7 E). The majority of genes associated with the nuclear lamina are transcriptionally silent and enriched in repressive histone marks such as H3K27me3, H3K9me2, and H3K9me3 (Reddy et al., 2008; Wen et al., 2009). Indeed, proximity ligation assay (PLA) revealed that lamin B1 closely associates with H3K27me3 and H3K9me3 (Fig. 7 F). Importantly, lamin B1 depletion led to significantly decreased levels of H3K27me3, H3K9me2, and H3K9me3 at the *Ret* and *Gfra1* promoters (Fig. 7 G and Fig. S3 C), which were bound by lamin B1 (Fig. 7 H). The transcription factor Ascl1 directly activates *Ret* expression and plays an important role in lung cancer development (Augustyn et al., 2014; Borromeo et al., 2016). Importantly, Ascl1 (Fig. 7 I) and RNA polymerase II binding at the *Ret* promoter was increased in lamin B1–depleted cells (Fig. 7 J). Thus, we analyzed the role of Ascl1 on *Ret* gene positioning and expression in lamin B1–KD MLE12 cells. While FISH analyses revealed that Ret is more centrally localized in both lamin B1–depleted and Ascl1/lamin B1 double-KD cells (Fig. S3 D), Ret expression was significantly downregulated upon Ascl1 depletion in lamin B1–silenced cells (Fig. S3 E), suggesting that not only lack of tethering to the nuclear periphery leads to Ascl1-dependent Ret gene activation. Analysis of lamin B1 and H3K27me3 chromatin immunoprecipitation sequencing (ChIP-seq) data of human lung tissue (Thurman et al., 2012; Shah et al., 2013) revealed that *RET* is located in a large LAD and is decorated by H3K27me3 at its promoter (Fig. 7 K), suggesting similar mechanism of *Ret* regulation in humans. Genome-wide ChIP-seq analysis for H3K27me3 confirmed the decreased levels of H3K27me3 at the *Ret* promoter in lamin B1–depleted lung epithelial cells (Fig. 7 L). The *Ret* promoter is found in a broad H3K27me3 chromatin domain, which showed a global decrease of H3K27me3 upon lamin B1 loss-of-function (Fig. 7 L), suggesting that the PRC2, which catalyzes H3K27 methylation (Cao et al., 2002; Czermin et al., 2002), might play a role in lamin B1–dependent gene regulation. To understand the role of lamin B1 loss on H3K27me3 modification and the role of PRC2 in RET regulation, we first analyzed the expression levels of EZH1 and EZH2, the catalytic subunits of the PRC2 complex. Interestingly, although the global nuclear levels of EZH1/2 did not change (Fig. 8 A and Fig. S4 A), we observed markedly lower levels of EZH1/2 in the chromatin bound fraction of lamin B1–depleted cells (Fig. 8 A). Further, nuclear matrix/intermediate filament preparations demonstrated that EZH factors are retained throughout the nuclear matrix preparations from which all chromatin detectable by DAPI staining has been removed in control MLE12 cells but lost upon lamin B1 depletion (Fig. 8 B). Thus, EZH factors are associated with the nuclear matrix through lamin B1. Moreover, coimmunoprecipitation (coIP) revealed that lamin B1 binds specifically to EZH1 and EZH2 (Fig. 8 C). Consistent with these results, EZH1 and EZH2 were not recruited to the *Ret* promoter in lamin B1–KD cells, whereas in control cells we detected a strong association of both EZH1 and EZH2 to the promoter region of *Ret*, which was also bound by lamin B1 (Fig. 8 D and Fig. 7 H). Importantly, we observed a global decrease in H3K27me3 upon lamin B1 loss-of-function, consistent with the global decrease in chromatin-bound EZH1/2 (Fig. 8, E and F).

**Figure 7.**
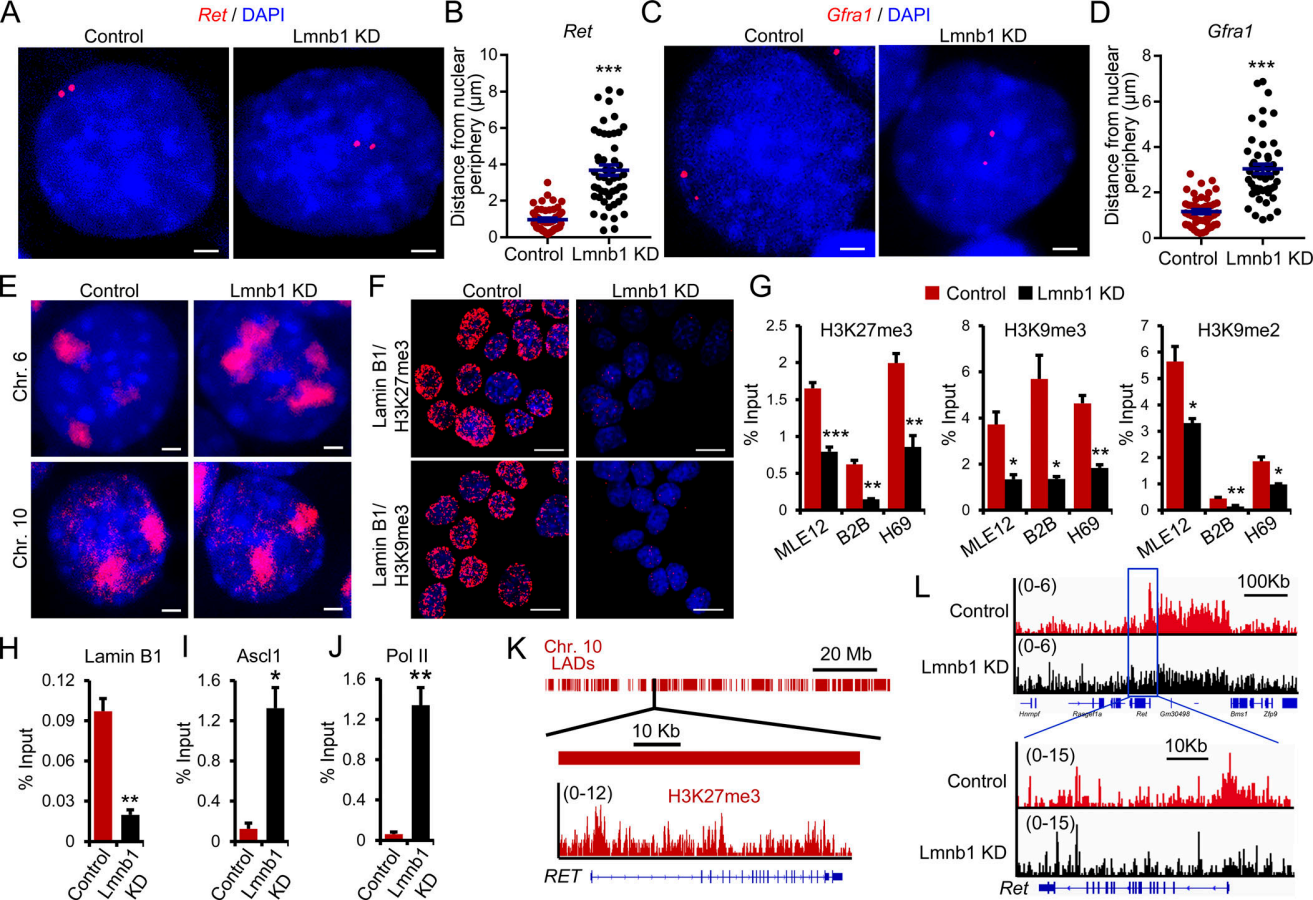
**Lamin B1 loss alters gene positioning and chromatin landscape. (A–D)** Representative DNA FISH images of *Ret* (A) and *Gfra1* (C) genes (red) in control or *Lmnb1* KD MLE12 cells. Cell nuclei were labeled by DAPI. Scale bars, 2 µm. Quantification of the distance of the *Ret* (B) and *Gfra1* (D) genes to the nuclear periphery in individual nuclei of control or Lmnb1 KD MLE12 cells (*n* = 50). **(E)** FISH chromosome painting of Chr. 6 and Chr. 10 in control or Lmnb1 KD MLE12 cells. **(F)** PLA using either lamin B1 and H3K27me3 or lamin B1 and H3K9me3 antibodies. Scale bars, 10 µm. **(G)** ChIP-qPCR analysis of H3K27me3, H3K9me3, and H3K9me2 occupancy at the *Ret* promoter (*n* = 4). **(H–J)** ChIP-qPCR analysis of lamin B1 (H), Ascl1 (I), and Pol II binding (J) at the *Ret* promoter (*n* = 4). **(K)** Schematic representation of the *RET* gene and its localization in LADs (top). Genome tracks of H3K27me3 of human lung tissue showing that the RET promoter is decorated with H3K27me3 mark. **(L)** Genome tracks of H3K27me3 ChIP-seq in control and lamin B1 KD MLE12 cells (*n* = 2). Images in A, C, E, and F are representative of a minimum of two independent experiments. Data shown in B, D, and G–J are mean ± SEM of a minimum of two independent experiments. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

**Figure 8.**
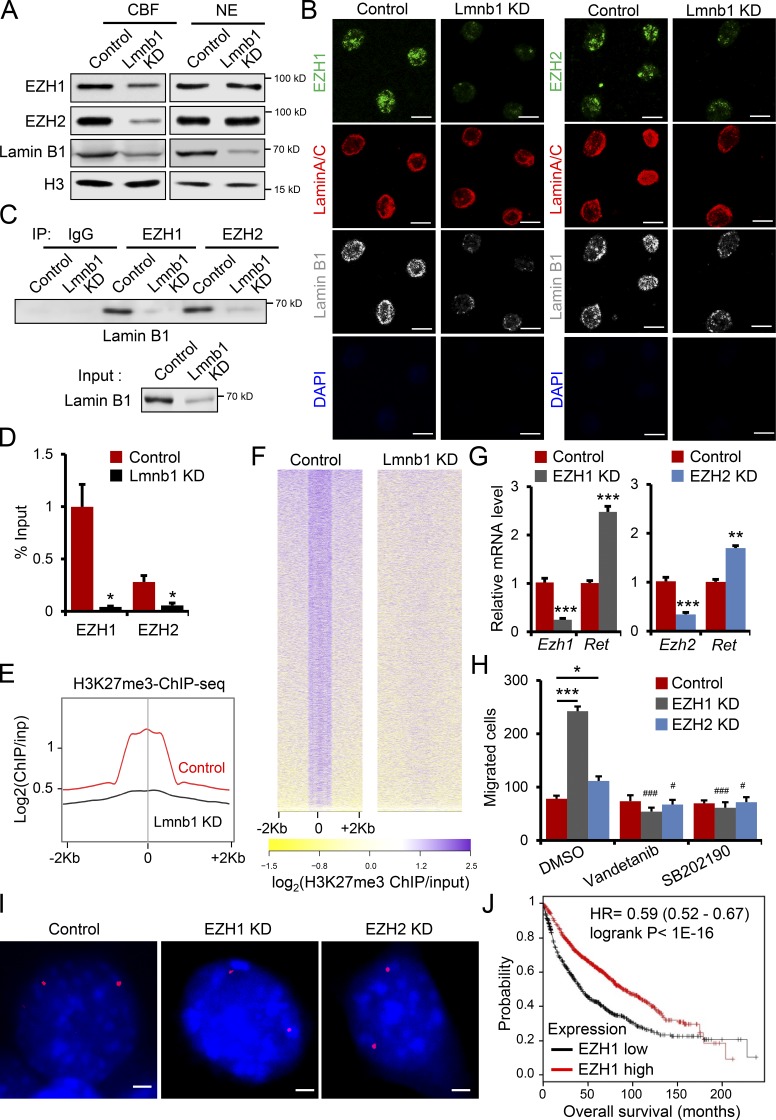
**Lamin B1 recruits EZH1/2 to chromatin to silence *Ret* expression. (A)** Western blot analysis of nuclear extracts (NE) and chromatin bound fraction (CBF) in control and lamin B1 KD MLE12 cells. **(B)** Immunostainings for lamin B1, lamin A/C, and EZH1 or EZH2 of in situ nuclear matrix preparations of control and lamin B1 KD MLE12 cells. DNA content was assessed by DAPI staining, confirming that all chromatin has been removed. Scale bars, 5 µm. **(C)** CoIP of extracts from control and lamin B1 KD cells using control, EZH1, or EZH2 antibodies and detected with anti–lamin B1 antibody. IP, immunoprecipitation. **(D)** ChIP-qPCR analysis of EZH1 and EZH2 binding to the *Ret* promoter (*n* = 4). **(E and F)** Average H3K27me3 ChIP-seq tag intensities (E) and heat map of tag densities in control and lamin B1 KD cells at all H3K27me3 peaks in MLE12 cells (F); inp, input. **(G)** Relative *Ret* expression level in Ezh1 and Ezh2 KD MLE12 cells (*n* = 6). **(H)** Boyden chamber migration assay with control, Ezh1, and Ezh2 KD MLE12 cells treated with DMSO, 20 nM vandetanib, or with 30 µM SB202190 (*n* = 4). Data are mean ± SEM. *, P < 0.05; ***, P < 0.001 *Ezh1* KD or *Ezh2* KD versus control; ###, P < 0.001; #, P < 0.05 versus DMSO. **(I)** Representative DNA FISH images of *Ret* gene loci (red) in control, *Ezh1*, or *Ezh2* knockdown MLE12 cells. Scale bars, 2 µm. **(J)** Overall survival (Kaplan–Meier plot) of lung cancer patients (Győrffy et al., 2013) expressing high versus low levels of EZH1 (probe 203249_at). Results in A are representative of three independent experiments; data in B–D, G, and H are representative of a minimum of two independent experiments. Images in panel I are representative of two independent experiments. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

Next, we analyzed whether inhibition of EZH1/2 will activate RET expression and phenocopy the increased migratory phenotype of lamin B1–depleted cells. Treatment with the EZH1/2 inhibitor UNC1999 led to a decrease in H3K27me3 levels globally and at the *Ret* promoter and led to an increase in *Ret* expression (Fig. S4, B–D). Importantly, the migration capacity of MLE12 cells was also augmented by UNC1999 application and could be restored to control levels by treatment with the RET inhibitor vandetanib (Fig. S4 E). To further dissect the role of EZH1 and EZH2 in RET regulation and cell migration we depleted EZH1 and EZH2 by lentivirus-driven shRNA-mediated silencing (Fig. 8 G). EZH1 depletion highly increased cell migration and *Ret* expression, whereas EZH2 KD had more modest effects (Fig. 8, G and H). Similarly to the EZH1/2 inhibitor studies, treatment with the RET inhibitor vandetanib reduced migration of EZH1 and EZH2 KD cells to control levels (Fig. 8 H). In addition, treatment with the p38 inhibitor SB202190 led to a decrease in the migratory capacity of EZH1- and EZH2-depleted cells, comparable to control cells (Fig. 8 H). Next, we studied whether EZH1/2 depletion or inhibition affects *Ret* gene localization. We did not observe major changes in *Ret* positioning upon EZH1/2 loss or inhibition (Fig. 8 I and Fig. S4 F), indicating that not only lack of tethering to the nuclear periphery but also loss of EZH1/2 activity is essential for *Ret* gene activation. Consistent with the stronger effects observed on cell migration upon Ezh1 depletion, lung cancer patients expressing low levels of EZH1 had a significantly poorer prognosis than patients with higher EZH1 expression (Fig. 8 J).

### Lamin B1 haploinsufficiency induces spontaneous lung tumor formation and activation of the RET/p38 signaling axis

We next wanted to corroborate these findings using a genetic approach. To this end, we used mice carrying an *Lmnb1* null allele (Fig. S5 A). In agreement with previous studies (Vergnes et al., 2004; Kim et al., 2011), *Lmnb1*^−/−^ mice died at birth with profound lung abnormalities (Fig. S5 B). *Lmnb1*^+/−^ mice, which showed lower lamin B1 protein levels (Fig. S5, C and D), appeared normal at a young age, although smaller than their littermates. Importantly, older mice had a very high incidence of spontaneous lung tumor formation. 7 out of 12 mice developed spontaneous tumors after 6 mo, whereas 21 out of 23 mice showed tumors by 1.5 yr of age (Fig. 9, A–D; and Fig. S5, E and F). Most of the tumors in *Lmnb1*^+/−^ heterozygous mice showed similar characteristics to SCLC (Fig. 9 A, panels 3–5; and Fig. 9 B, left panel). The cells in these tumors were small with scant cytoplasm and densely packed chromatin, which obscured the nucleoli (Fig. 9 B, left panel). They expressed high levels of cytokeratins (PanCK), markers of epithelial tumors, calcitonin gene–related peptide (CGRP), and synaptophysin (Syp), markers for SCLC of neuroendocrine origin (Meuwissen et al., 2003), but were negative for CD45, a marker for cells of hematopoietic origin (Fig. 9 C). Ki67 and proliferating cell nuclear antigen (PCNA) immunostaining indicated a high proliferative index within these lesions (Fig. 9 C). Apart from tumors with an SCLC phenotype, we also detected tumors in the distal parts of the lungs exhibiting features typical of adenocarcinoma (Fig. 9 A, panel 6; and Fig. 9 B, right panel). Immunoreactivity to cytokeratin, the lung adenocarcinoma marker Napsin A, and negative staining for the SCC marker p63 confirmed that these tumors are adenocarcinomas (Fig. 9 D). These data reveal that the lack of a single functional *Lmnb1* allele is sufficient to efficiently induce spontaneous lung tumor formation. Analyses of other organs revealed tumors in the kidney and the liver. Similarly to the SCLC-like tumors in the lungs of the *Lmnb1*^+/−^ mice (Fig. 9, A–D), the cells in the tumor nodules in livers and kidneys were small with scant cytoplasm, expressed CGRP, Syp, and PanCK, but were negative for CD45 and were found close to blood vessels (Fig. S5 G), suggesting that these might be extrapulmonary metastases rather than primary tumors in these organs. Importantly, the tumors developed in *Lmnb1*^+/−^ mice showed very high RET, activated RET (p-RET) levels, and activated p-p38 levels (Fig. 9 E), supporting a link between lamin B1 deficiency, RET upregulation, and RET/p38 activation in a genetic model of lamin B1 loss-of-function. Next, we analyzed H3K27me3 levels and EZH1/2 recruitment to the *Ret* locus in lungs of WT and *Lmnb1*^+/−^ mice. Consistent with our cell culture studies, we observed a significant decrease in H3K27me3 levels and EZH1/2 occupancy at the *Ret* promoter (Fig. 9, F and G).

**Figure 9.**
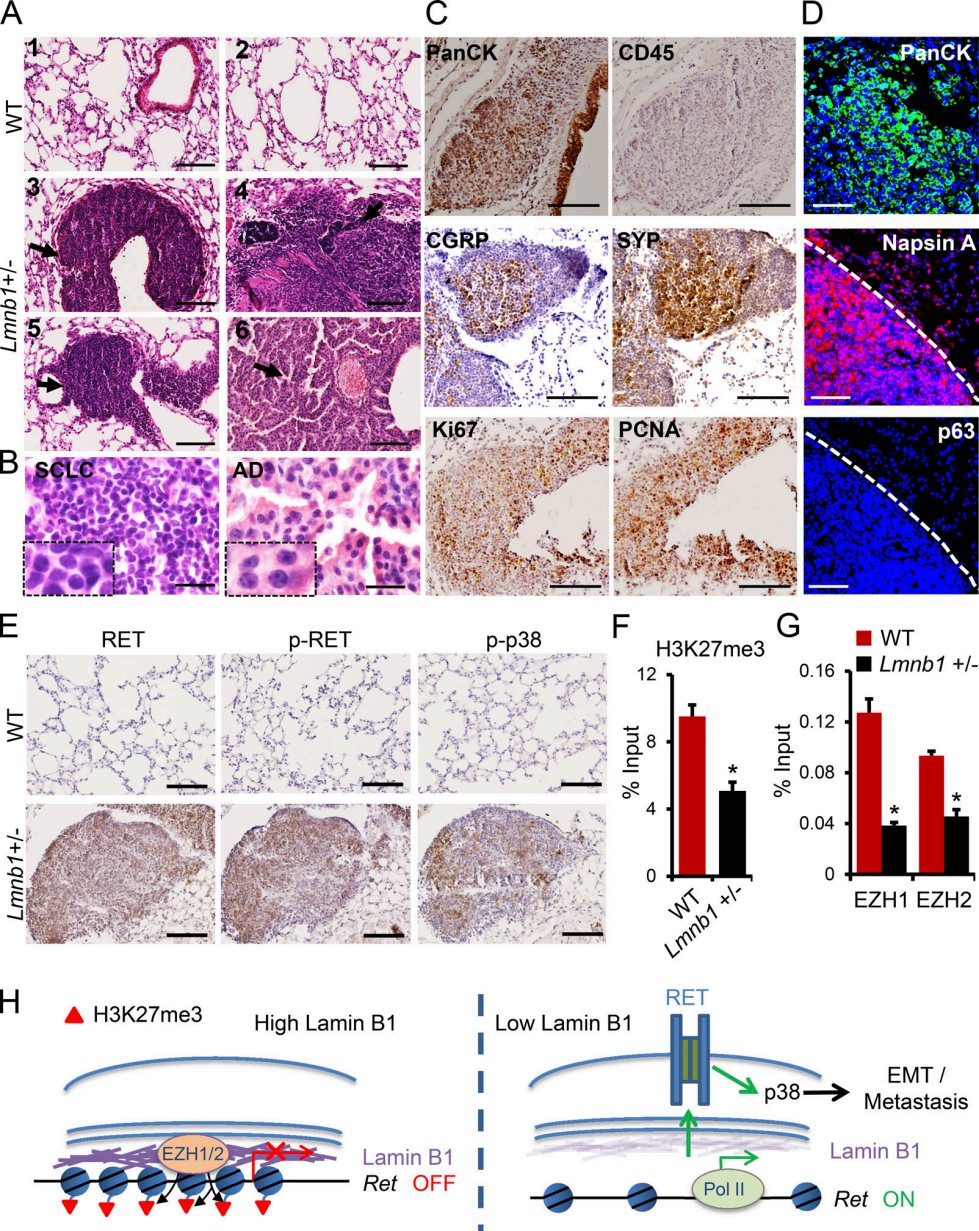
**Lamin B1 haploinsufficiency induces spontaneous lung tumor formation and RET activation. (A)** Histological analysis of representative lung sections of WT (*n* = 27) and *Lmnb1*^+/−^ (*n* = 23) mice at 1.5 yr of age; tumors are indicated by arrows. Scale bars, 100 µm. **(B)** High-magnification images of tumors with SCLC characteristics (left panel) and tumors with adenocarcinoma (AD) characteristics (right panel). Scale bars, 20 µm. **(C)** Immunohistochemical staining of tumors in lungs of *Lmnb1*^+/−^ mice with PanCK, CD45, CGRP, SYP, Ki67, and PCNA. Scale bars, 100 µm. **(D)** Immunostainings of lungs with PanCK, Napsin A, and p63 antibody, confirming that the tumor is adenocarcinoma. Scale bars, 50 µm. **(E)** Immunohistochemical staining of lungs of WT and *Lmnb1*^+/−^ mice with RET, phospho-RET (p-RET Y1062), and phospho-p38 (p-p38 Thr180/Tyr182) antibody. Scale bars, 100 µm. **(F)** ChIP-qPCR analysis of H3K27me3 at the *Ret* promoter in WT and *Lmnb1*^+/−^ lungs (*n* = 4). **(G)** ChIP-qPCR analysis of EZH1 and EZH2 binding to the *Ret* promoter in WT and *Lmnb1*^+/−^ lungs (*n* = 4). **(H)** Model of the role of lamin B1 as a tumor suppressor in lung cancer development. In lung epithelial cells, lamin B1 recruits the EZH1/2 histone methyltransferase to silence the expression of the RET proto-oncogene. Upon lamin B1 loss, recruitment of EZH1/2 to the *Ret* promoter is abolished, leading to an increase in RET expression, tumor growth, and invasiveness. Results in F and G are mean ± SEM of four independent experiments. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Data are mean ± SEM. *, P < 0.05 (F and G).

In summary, our data suggest that epigenetic derepression of RET, by loss of PRC2 recruitment to chromatin, induces a malignant phenotype in lung epithelial cells with decreased lamin B1 levels (Fig. 9 H).

## Discussion

In this study, we describe a crucial function of lamin B1 in lung cancer development and progression. We show that silencing of lamin B1 or loss of a single lamin B1 allele is sufficient to induce or greatly promote tumor formation. Lamin B1 depletion results in profound changes in the H3K27me3 landscape and promotes EMT, cell migration, tumor growth, and metastasis. We show that epigenetic derepression of RET, by loss of EZH1/2 recruitment to chromatin, plays a key role in mediating the malignant phenotype upon lamin B1 loss. Importantly, RET levels negatively correlate with lamin B1 levels in lung cancer patients, supporting a link between lamin B1 loss and RET upregulation.

We found that lamin B1 levels were reduced in lung cancer patients and that lower lamin B1 expression correlated with higher lung cancer grade. These results were corroborated by our finding that loss of a single functional allele of lamin B1 was sufficient to dramatically increase the occurrence of spontaneous lung tumors in mice. The important role of lamin B1 in cancer development and progression was further supported by cell culture studies and intravenous/subcutaneous injection of LLC1 and MLE12 cells. Lamin B1–depleted MLE12 showed markedly increased anchorage independent growth, one of the hallmarks of malignant transformation (Hanahan and Weinberg, 2011), and dramatically increased tumor growth in vivo. Interestingly, however, proliferation in two-dimensional adherent monolayer cultures was decreased by lamin B1 silencing. Indeed, other studies have shown that anchorage-dependent growth of cells does not correlate to anchorage-independent growth and that nontransformed cells grow faster than transformed cells in high-attachment conditions, in stark contrast to low-attachment conditions (Rotem et al., 2015). Importantly, loss of lamin B1 led to EMT and strongly promoted migration and invasion of mouse and human lung epithelial cells as well as lung cancer cell lines both in culture and in vivo. Lamin disruption may simply affect cell migration and metastasis by increasing the plasticity of nuclear shape, thus facilitating changes in cell form that are required for penetrating restricted spaces, in particular during intravasation of cancer cells from primary tumors into the vasculature and extravasation into metastatic sites (Friedl et al., 2011; Denais et al., 2016). However, RNA-seq after lamin B1 loss of function revealed significant enrichment of genes linked to migration and signaling in the genes upregulated after lamin B1 depletion, suggesting a direct role of lamin B1 in the regulation of cell migration at the gene expression level. 

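Of 55 tested genes of the cell migration and chemotaxis list that are not labelled there, 15 were higher at an adjusted p under 0.05 in the authors' deposited table, an odds ratio of 2.82 against the other tested genes (Fisher's exact test, two-sided, p = 0.0014, chosen after seeing the data). They included Ackr3, a scavenging receptor of CXCL12, and Myh9, a nonmuscle myosin heavy chain, with log2 fold changes of 0.80 and 0.72 in the authors' deposited table. These members were named after their values were seen. Once the trends on GC content, transcript length and mean level were subtracted, 10 of the 55 were higher (odds ratio 1.97, Fisher's exact test, p = 0.068). As a set the 55 genes did not pass with or without that correction, which follows at least in part from leaving out genes picked for their change. Among 773 Reactome gene sets, 0 passed for the genes higher past 2-fold (Fisher's exact test with Benjamini-Hochberg adjustment; 38 at an unadjusted p under 0.05). Among all higher genes at an adjusted p under 0.05, 47 of these sets passed with more higher genes than the background and 8 with fewer. Extracellular matrix organization was among the former, with 36 of 133 genes (27.1%, adjusted p = 0.00024). The share was 12.3% over the background, the 11008 tested genes matched to the identifiers of the sets. ECM proteoglycans were also among the sets with more higher genes, with 15 of 38 (adjusted p = 0.0011). Respiratory electron transport led them with 28 of 63 genes (adjusted p = 1.7e-07). With the trends subtracted, 33 sets passed with more higher genes than the background and 3 with fewer. Respiratory electron transport (28 of 63, adjusted p = 2.9e-09) and ECM proteoglycans (11 of 38, adjusted p = 0.036) then passed, and extracellular matrix organization (25 of 133, adjusted p = 0.076) did not.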

We found that increased RET signaling, by upregulation of the RET proto-oncogene and its coreceptor Gfra1, plays a key role in mediating the EMT and malignant phenotype upon lamin B1 loss. RET signaling induces neural crest cell migration by modulating actin dynamics and inducing lamellipodia formation (Fukuda et al., 2002; Asai et al., 2006). Moreover, RET-induced cell migration requires integrins, and β3 integrin (Itgb3) expression correlates with RET-mediated invasion in a tumor xenograft model (Cockburn et al., 2010). 

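Transcripts of Gfra1, Itgb3 and Itga9, which the paper ties to RET-mediated migration and invasion, were higher in the lamin B1 KD cells. Of 14 tested genes of RET, its coreceptors, ligands and adaptors, 5 were higher and 1 lower in the authors' deposited table (5 and 2 when adjusted over the list alone; limma cameraPR adjusted p = 0.074, and 0.71 without the genes labelled in Fig. 3, which the study picked from these libraries). The authors' deposited table gives Itgb3, integrin β3, a log2 fold change of 1.45 (standard error 0.28, adjusted p = 4.9e-06 from DESeq2), and Itga9, integrin α9, one of 1.11 (standard error 0.27, adjusted p = 0.00038 from DESeq2). Their positions in GRCm38 are chromosome 11 from 104608000 to 104670476 and chromosome 9 from 118606690 to 118901003, and their mean normalized counts were 166 and 156 in the deposited table. Among 15 tested integrin genes, 4 were higher and 2 lower at an adjusted p under 0.05 in the authors' deposited table and 9 did not pass (5 higher and 2 lower when adjusted over the list alone; limma cameraPR adjusted p = 0.18). Itgav, the α subunit that pairs with β3, was higher by 0.34 in the authors' deposited table (standard error 0.10, adjusted p = 0.0049). The antisense gene Gm13684 overlaps exons of Itgav, as Gm31105 does those of Gab1. Itgb8, whose product also pairs with αv, was lower by a log2 fold change of -2.06 in that deposited table (standard error 0.47, adjusted p = 0.00016). Its mean level was 34.9, near the lowest tested. Itgb1, integrin β1, had a log2 fold change of -0.24 in the authors' deposited table (adjusted p = 0.023). Genes of adaptors of RET had log2 fold changes in the deposited table of 0.44 for Dok1, 0.35 for Gab1 and -0.34 for Ptpn11 (standard errors 0.12, 0.09 and 0.09). After the trends on GC content, length and mean level were subtracted, Itgb3 stood at 1.30 and Itga9 at 0.96, both with an adjusted p under 0.05. These are transcript levels, and the table holds no measure of the activity of the proteins.

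**Figure D2:**
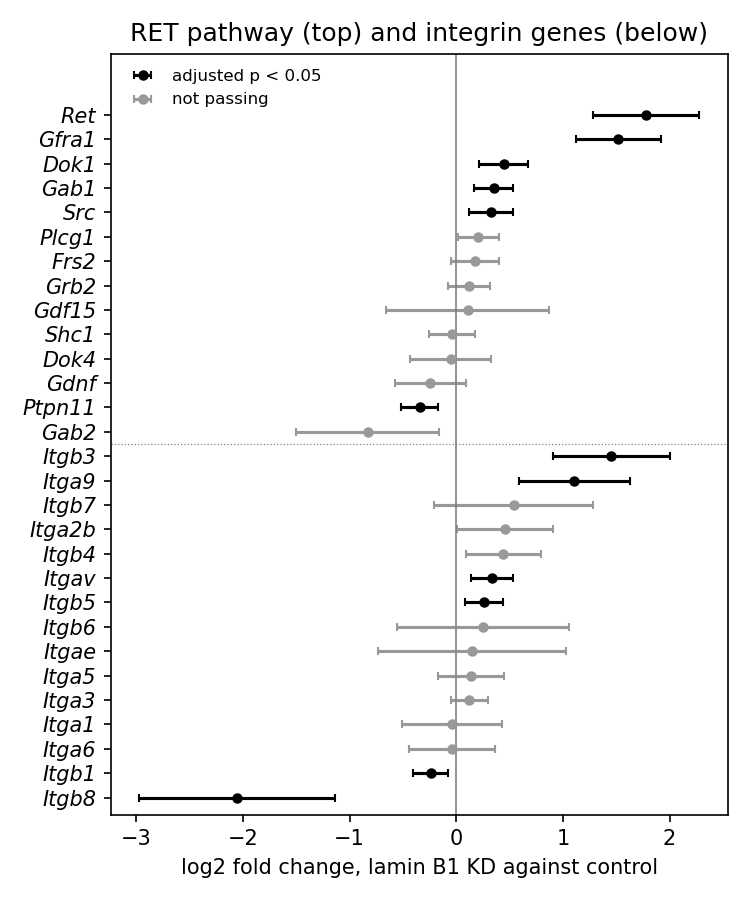
Log2 fold change in lamin B1 KD against control MLE12 cells (horizontal axis) of the 14 tested genes of RET, its coreceptors, ligands and adaptors (above the dotted line) and of the 15 tested integrin genes (below it), from the authors' deposited table. Points are the fold changes and bars their 95% intervals, black where the adjusted p is under 0.05 and grey where it is not; Ret, Gfra1, Itgb3 and Itga9 lie above 1 and Itgb8 lies at -2.06.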

Interestingly we observed strong upregulation and activation of several critical components required for RET-mediated migration and invasion upon lamin B1 loss, including Gfra1, Itgb3, and Itga9, suggesting a mechanism by which lamin B1 disruption reinforces RET activation and function in cell migration and invasion.

The RET receptor tyrosine kinase is expressed primarily on neural crest–derived cells and is an important mediator of their growth, differentiation, and migration (Schuchardt et al., 1994; Iwashita et al., 2003). Consistently, RET signaling is deregulated in several neural crest–associated diseases, mostly in neuroendocrine cancers (Mulligan, 2014). Oncogenic *RET* mutations and copy number amplification were also recently found in lung cancer (Kohno et al., 2012; Takeuchi et al., 2012; Yang and Horten, 2014). In line with this, in lamin B1–haploinsufficient mice we observed a high incidence of SCLC, lung tumors of neuroendocrine origin (Sutherland et al., 2011). Importantly, we found very high levels of activated RET (phosphorylated at tyrosine 1062) in the tumors developed by lamin B1–haploinsufficient mice and inverse correlation of lamin B1 and RET expression in lung cancer patients, supporting the notion that RET activation may play a key role in lung cancer development and progression upon lamin B1 loss. Consistent with this, silencing of RET dramatically reduced the highly elevated tumor growth and metastatic ability of lamin B1–depleted cells. RET can activate a variety of signaling pathways (Mulligan, 2014). In particular, phosphorylation of tyrosine 1062 is crucial for activation of the PI3K/AKT, p38, JNK, and ERK–MAPK pathways. We found high levels of activated p38 in lamin B1–depleted lung epithelial cells and in lamin B1–haploinsufficient mice. Inhibition of p38, similarly to RET inhibition, decreased the highly migratory phenotype of lamin B1–depleted lung epithelial cells and lung cancer cells, supporting the notion that activation of the RET/p38 signaling axis mediates the increased migratory and invasive phenotype upon lamin B1 loss.

Changes in the expression of lamins have been reported in various tumor entities; however, the direction of the change appears to be tumor type specific. Thus, while increased levels of lamins were shown in some cancers, such as hepatocellular carcinoma and colorectal and skin cancer (Tilli et al., 2003; Willis et al., 2008; Marshall et al., 2010), a reduction in lamins has been observed in others, including gastric and breast cancer and large B cell lymphoma (Agrelo et al., 2005; Wu et al., 2009; Capo-chichi et al., 2011). These results suggest that, depending on the cellular context, either an increase or a decrease in lamin levels and function can cause an imbalance in lamin-dependent processes that are linked to tumorigenesis, including gene positioning, chromatin organization, and transcription. Indeed, our data show that loss of lamin B1 leads to loss of association of genes upregulated upon lamin B1 depletion with the nuclear periphery. Furthermore, chromosome painting revealed that Chr. 6, which harbors the highest percentage of upregulated genes, is located more centrally and is decondensed in lamin B1–depleted cells. 

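Chromosome 2 carried the most upregulated genes, and chromosome 6 the second most. By the authors' deposited table, 20 of the 169 genes higher past 2-fold lie on chromosome 2 (11.8%), 16 on chromosome 6, and 15 each on chromosomes 3 and 11 (8.88%). Chromosome 2 also holds 7.89% of the tested genes, so its odds ratio was 1.58 (Fisher's exact test, two-sided, p = 0.061, adjusted p = 0.32), while those of chromosomes 3 and 6 were 1.94 and 1.95 (p = 0.027 and 0.020, adjusted p = 0.19 for both). The median log2 fold change of the tested genes of chromosome 6 was -0.01 in the authors' deposited table, between -0.11 on chromosome 18 and 0.05 on chromosome 7.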

Taken together, these data support an important role of lamin B1 in chromatin positioning and compaction in lung epithelial cells. Further, we found a global decrease in the recruitment of EZH1 and EZH2 to chromatin and reduced H3K27me3 in mouse lung epithelial cells upon lamin B1 depletion. Decreased H3K27me3 might lead to an increase in chromatin accessibility, transcription factor binding, and RNA polymerase recruitment at lamin B1–associated genes, resulting in transcriptional activation. Consistently with this, in lamin B1–depleted cells we observed binding of the Ret promoter by the transcription factor Ascl1, which has been shown to directly activate *Ret* expression and play an important role in lung cancer development (Augustyn et al., 2014; Borromeo et al., 2016). The effects observed upon EZH1 and EZH2 KD suggest that EZH1 might play a more prominent role in mediating the malignant phenotype of lung epithelial cells with decreased lamin B1 levels. Consistently, lung cancer patients expressing low levels of EZH1 had a significantly poorer prognosis than patients with higher EZH1 expression. Indeed, many studies have shown that EZH1- and EZH2-containing complexes have both common and distinct functions (Margueron et al., 2008; Shen et al., 2008). EZH1 maintains H3K27me3 in terminally differentiated cells, whereas EZH2 establishes and maintains H3K27me3 in proliferating cells (Margueron et al., 2008). Consistent with this, we observed markedly higher enrichment of EZH1 compared with EZH2 at the *Ret* promoter. Furthermore, EZH factors also show different biochemical properties. EZH2 has higher catalytic activity toward H3K27me3 than EZH1 and binds to chromatin through JARID2 (Son et al., 2013), whereas EZH1 is able to bind to nucleosomes and induce chromatin compaction also independently of PRC1 recruitment (Margueron et al., 2008), suggesting that EZH1 loss might play a key role in chromatin decompaction upon lamin B1 loss.

Many studies have analyzed the link between gene repositioning and gene activity. While in some cases gene repositioning leads to changes in gene activity, in other cases it does not (reviewed in Shachar and Misteli, 2017). The loss of lamin B1 was associated with *Ret* repositioning from the nuclear lamina toward the center, concomitant with Ret upregulation. At the same time, KD of neither *Ezh1* nor *Ezh2* led to *Ret* gene repositioning, but elicited a significant increase in RET expression and migratory capacity of MLE12 cells, suggesting that not only lack of tethering to the nuclear periphery but also loss of Ezh1/2 binding to chromatin is essential for *Ret* gene activation. An intriguing question that needs further investigation concerns the upstream mechanisms leading to lamin B1 downregulation in lung cancer patients. Analysis of TCGA data indicates that in human lung tumors LMNB1 is rarely affected by point mutations but lies within a relatively large region of recurrent deletion (data not shown), which may contribute to a decrease in LMNB1 levels in lung cancer. Epigenetic mechanisms, such as promoter hypermethylation, may also play a role. For example, CpG island promoter hypermethylation leads to lamin A/C silencing in lymphoma and neuroblastoma cells (Agrelo et al., 2005; Rauschert et al., 2017). Since *LMNB1* has a TATA-less CpG island-associated promoter, promoter hypermethylation might be also responsible for *LMNB1* downregulation.

Similarly to lamin B1, the role of PRC2 complex in cancer development is complex and cell-type specific. Both gain and loss of PRC2 function, as a result of mutations in several PRC2 components, have been linked to cancer initiation, progression, and metastasis (Dawson and Kouzarides, 2012; Conway et al., 2015). In addition, the role of PRC2 in EMT appears also to be cell-type specific (Tiwari et al., 2013; Cardenas et al., 2016). Thus, targeting molecules downstream of the lamin B1–EZH1/2 axis might be a better therapeutic strategy. We found that RET upregulation and activation of the RET/p38 signaling axis plays a key role in the malignant phenotype upon lamin B1 depletion. Importantly, treatment of lung epithelial cells with RET and p38 inhibitors completely reversed the highly migratory and invasive phenotype after lamin B1 loss and EZH1/2 inhibition or depletion. The benefit of RET inhibitors (cabozantinib, vandetanib, and lenvatinib), in terms of response and median progression-free survival of NSCLC patients with activating RET rearrangements and mutations has been demonstrated in several clinical trials (reviewed in Mendoza, 2018). Ongoing early-phase clinical trials using the highly potent and selective RET kinase inhibitors BLU-667 and LOXO-292 have generated great interest, given the high level of response and very mild toxicity profiles (Subbiah et al., 2018a,b). Since our findings revealed decreased expression of lamin B1 in the majority of lung carcinoma patients, targeting of RET, or p38 signaling, might be a valuable therapeutic strategy for a significant fraction of human lung tumors caused by perturbation of the lamin B1–EZH2 axis.

## Materials and methods

### Animal experiments

All animal experiments were done in accordance with the institutional guidelines and are covered in an approved animal experimental protocol by the Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Germany; Experimental protocol reference numbers V54–19 c 20/15–B2/363 and V54-19c20/15-B2/1113).

### Mouse lines

The Lmnb1tm1a (EUCOMM)Wtsi mouse line was obtained from Wellcome Sanger Institute, Genome Research Limited. Lmnb1tm1a mice were backcrossed to C57BL/6 mice for six generations before use in these studies.

### Tumor cell transplantation and analysis of metastatic growth

Female C57/BL6 and BALB/c nu/nu mice were purchased from Charles River and kept under pathogen-free conditions. For induction of experimental metastasis, 10^6^ WT, control, or lamin B1, RET, and lamin B1/RET shRNA-expressing LLC1 and MLE12 cells were injected intravenously into 7–8-wk-old C57BL/6 and BALB/c nu/nu mice, respectively. After 20 d (LLC1 cells) or 24 d (MLE12 cells), the mice were sacrificed, and the lungs were isolated, imaged, and fixed with 3.7% paraformaldehyde and embedded into paraffin. 5-µm-thick paraffin sections were stained with H&E.

For subcutaneous transplantation, 10^6^ control or lamin B1, RET, and lamin B1/RET shRNA-expressing LLC1 cells were injected into the flanks of C57BL/6 mice (Charles River). After 20 d, the mice were sacrificed and the subcutaneous tumors, and lungs were isolated.

Metastatic area was defined as the percentage of lung area occupied by metastatic tumor, measured by ImageJ (National Institutes of Health). Tumor volumes and number of tumor nodules in the lung were quantitated from H&E-stained lung sections using ImageJ.

### Histology

Lungs were perfused, dissected, and fixed with 3.7% paraformaldehyde at room temperature for 1 d, followed by three washes with PBS. Tissues were dehydrated by incubation in a series of ethanol solutions with increasing concentrations. Ethanol was replaced by xylene and paraffin followed by embedding in paraffin. H&E staining was performed according to the manufacturer’s instruction (GHS116, HT-110216; Sigma-Aldrich). Representative images of histological analysis of mice with the same genotype are presented.

### Antibodies, chemicals, and plasmids

Detailed information regarding the antibodies, chemicals, and plasmids used in this study is provided in Table S1.

### Immunohistochemistry (IHC) and immunofluorescence staining

For immunohistochemical staining on paraffin sections, slides were heated at 55°C for 10 min and submerged into xylene (Sigma-Aldrich), followed by serial deparaffinization steps (2× xylene, 100% ethanol, 80% ethanol, 50% ethanol; each 5 min). Antigen retrieval was done by microwave boiling in 10 mM citrate buffer for 10 min. The subsequent steps were done with the VECTASTAIN Universal Quick HRP Kit (PK-7800; Vector Laboratories) following the manufacturer’s instructions. Staining was developed with DAB Peroxidase (HRP) Substrate Kit (SK-4100; Vector Laboratories). Images were acquired by NanoZoomer 2.0-HT (Hamamatsu) or Axio Scan.Z1 (Zeiss) and analyzed by NDP.view2 Viewing software (Hamamatsu) or ZEN 2.3 SP1 (Zeiss), respectively.

For immunofluorescence staining on paraffin sections, slides were deparaffinized and antigen retrieval steps were performed as described for IHC staining on paraffin sections. Slides were then blocked with 10% FBS with 0.5% Triton X-100 (Sigma-Aldrich) in PBS for 1 h and incubated with primary antibodies in blocking buffer at 4°C overnight. On the next day, slides were washed and secondary antibodies were added for 2 h. Slides were then washed and mounted in anti-fade mounting medium.

For immunofluorescence staining of cultured cells, cells were counted and seeded on coverslips in 24-well plates. Next, cells were washed with PBS and fixed with 3.7% formaldehyde for 10 min, followed by the same blocking and staining procedures as described for immunofluorescence staining on paraffin sections. All of the fluorescence images were acquired using LSM 700 laser scanning microscope (Carl Zeiss Micro Imaging) with a 25×, 40×, or 63× objective and analyzed with ImageJ (National Institutes of Health) or Zeiss ZEN Microscope Software (Carl Zeiss Micro Imaging).

### Human tissue microarray immunostaining and analysis

Commercially available high-density lung cancer tissue arrays, containing 168 cases of different types and grades of lung cancer (grade 1–3), were purchased from US Biomax, Inc. (LC2085c). Deparaffinization, antigen retrieval, blocking, staining, and image acquisition were the same as described for IHC staining on paraffin sections. For lamin B1 and lamin A/C staining, only the nuclear staining signal of cancer cells excluding nonmalignant stromal cells and immune cells was quantified. The quantification of the signal was performed by measurement of signal intensity and percentage of stained cells. The intensity of the staining signal was semiquantitatively graded on a scale from 0 to 3 (lowest to highest). H-score was calculated by multiplying the staining intensity by the percentage of stained cells. The staining score ranges from 0 to 300.

### Cell culture, generation of stable cell lines, and CRISPR/Cas9–*Lmnb1*^+/−^ MLE12 cells

MLE12, LLC1, BEAS-2B (B2B), NCI-H69 (H69), and HEK293T cells were purchased from the American Type Culture Collection (CRL-2110, CRL-1642, CRL-9609, HTB-119, and CRL-3216). MLE12 cells were cultured in DMEM/F12 medium supplemented with 10% FBS and penicillin/streptomycin/glutamine (PSG). HEK293T and LLC1 cells were cultured in DMEM supplemented with 10% FBS and PSG. B2B and H69 cells were cultured in Roswell Park Memorial Institute 1640 supplemented with 10% FBS and PSG. For the generation of stable cell lines, 0.5 × 10^6^ HEK293T cells were plated on a 6-well plate and transfected with 2 µg of plasmids containing shRNAs for lamin B1, lamin A/C, RET, Ascl1, EZH1, EZH2, or control and RET-overexpressing constructs, along with packaging plasmids, obtained from The RNAi Consortium shRNA library using FuGENE (Roche) transfection reagent. 48 h after transfection, cells were transduced with viral supernatant. 48 h after transduction, cells were selected with 10 µg/ml puromycin for two passages and selected cells were maintained with 2 µg/ml puromycin as stable cell lines. For generation of *Lmnb1*^+/−^ MLE12 cells by CRISPR/Cas9-mediated gene targeting, a combination of two guide RNAs (gRNAs) was used as follows: gRNA-1: 5′-CAC​CGA​AAC​TCT​AAG​GAT​GCG​GCG​C-3′ and 5′-AAA​CGC​GCC​GCA​TCC​TTA​GAG​TTT​C-3′; gRNA-2: 5′-CAC​CGA​GAG​GCT​CTC​GAT​CCT​CAT​C-3′ and 5′- AAA​CGA​TGA​GGA​TCG​AGA​GCC​TCT​C-3′. pSpCas9(BB)-2A-Puro (PX459) V2.0, a gift from Feng Zhang (Broad Institute, Cambridge, MA; Addgene plasmid no. 62988; Ran et al., 2013) was digested and ligated with annealed gRNAs into the recombinant plasmid pSpCas9(BB)-2A-Puro-gRNA-1 and pSpCas9(BB)-2A-Puro-gRNA-2. Both plasmids were transfected into MLE12 cells using Lipofectamine 2000 according to the manual. Positive cells were selected using puromycin (2 µg/ml) for 3 d before clonal expansion and single clone selection. All cell lines used in the present study were free from mycoplasma contamination.

### Scratch wound assay

LLC1 and MLE12 cells expressing control or lamin B1 targeting shRNA were seeded in a 6-well plate. After reaching 100% confluence, scratches were made with pipette tips and images were acquired immediately after scratching, as well as 12 h and 24 h later.

### Boyden chamber migration and invasion assay

Boyden chamber inserts were placed on 24-well plates containing 10% FBS medium. 10^5^ MLE12 cells, 5 × 10^4^ LLC1 cells, 1.2 × 10^5^ B2B cells, or 2 × 10^5^ H69 cells were seeded on top of the insert in a 0% FBS medium. 5 h later (for H69 cells, 24 h later), the insert membranes were fixed with 3.7% formaldehyde for 10 min and washed three times with PBS. The upper surface of the membranes was cleaned by wiping with a piece of wet paper. Membranes were then stained with crystal violet for 10 min. Images of randomly selected areas were acquired with a 20× objective and the number of cells that had migrated to the lower surface of the membrane was quantified using ImageJ (National Institutes of Health). The in vitro Matrigel invasion assay was essentially similar to the cell migration assay described above, except that the membrane filter was precoated with 50 µl diluted Matrigel (diluted with serum-free culture medium, final working concentration 1 mg/ml) for 2 h before seeding the cells. 24 h later, the insert membranes were fixed.

### Cell proliferation and soft agar colony formation assay

Cell proliferation was measured using CellTiter 96 AQueous One Solution Cell Proliferation Assay (MTS; 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt) according to the manufacturer’s instructions. Absorbance, which is proportional to the number of living cells in culture, was measured at 490 nm. For soft agar colony formation assay, control and Lmnb1 KD MLE12 cells were suspended in complete DMEM/F12 medium containing 0.3% low melting agarose and plated onto solidified 0.6% agarose in complete DMEM/F12 medium in 12-well culture plates at a density of 5,000 cells per well. After 14 d, the colonies were stained with 0.005% Crystal Violet.

### Immunoprecipitation and immunoblotting

For coIPs, transfected cells were lysed in coIP buffer (50 mM Tris pH 7.5, 100 mM NaCl, 15 mM EGTA, 0.1% Triton X-100, and protease inhibitors SET-I; Sigma-Aldrich), sonicated for 10 s (Bandelin Sonopuls), and the extracts were clarified. The lysates were then incubated with the indicated antibodies overnight at 4°C followed by 3 h incubation with Protein-A/G-Sepharose beads (GE Healthcare). Immunoprecipitates were washed five times in coIP buffer, dissolved in 2× SDS-PAGE sample buffer, and subjected to standard Western blot analysis.

### PLA

PLA was performed using Duolink In Situ Orange Starter Kit Goat/Rabbit (DUO92106; Sigma-Aldrich), following the manufacturer’s instructions. Images were captured using LSM 700 (Carl Zeiss Micro Imaging) with a 63× objective and analyzed with ImageJ (National Institutes of Health).

### DNA FISH

DNA FISH probes for *Ret* and *Gfra1* were labeled with digoxigenin by a Nick Translation kit (Roche) according to the manufacturer’s protocol using bacterial artificial chromosome DNA clones: Ret (RP23-98B12; Thermo Fisher Scientific) and Gfra1 (RP23-180P13; Thermo Fisher Scientific). Whole-chromosome painting probes for mouse Chr. 6 and Chr. 10 were purchased from MetaSystems Probes. For DNA FISH, cells were grown on coverslips, fixed with 4% formaldehyde for 10 min, and permeabilized with 0.5% Triton X-100 for 10 min. Further, cells were incubated with 20% glycerol/PBS for 60 min followed by treatment with 0.1 N HCl for 20 min and washes with 2× saline-sodium citrate (SSC) buffer (1× SSC: 0.15 M NaCl and 0.015 M sodium citrate, pH 7.0) for 5 min and 50% formamide/2× SSC for 30 min. Next, cells were hybridized with a labeled DNA probe for 24 h at 37°C. Probes were detected by anti–digoxigenin-rhodamine, Fab fragments (Roche), and cell nuclei were counterstained with DAPI. Images were acquired using LSM 700 (Carl Zeiss Micro Imaging) with a 63× objective and analyzed with ImageJ (National Institutes of Health) or Zeiss ZEN Microscope Software (Carl Zeiss Micro Imaging).

### RNA isolation, RT-PCR, and real-time PCR

RNA was isolated using the TRIzol RNA Isolation Reagent (Invitrogen). For real-time PCR analysis, cDNA was synthesized with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), and real-time PCR was performed using the SYBR Green PCR master mix (Applied Biosystems). Cycle numbers were normalized to these of α-tubulin (Tuba1a).

RT-qPCR primers used in this study were as follows: mouse Lmnb1: forward (5′-AGA​TCA​GGG​ACC​AGA​TGC​AG-3′), reverse (5′-GAA​GGG​CTT​GGA​GAG​AGC​TT-3′); human Lmnb1: forward (5′-GAC​CAG​CTG​CTC​CTC​AAC​TAT​G-3′), reverse (5′-ATT​CTC​GAA​GCT​TGA​TCT​GGG​C-3′); mouse Lmna: forward (5′- GGA​AGT​CGA​TGA​AGA​GGG​AAA​G-3′), reverse (5′-TTT​AGG​GTG​AAC​TTC​GGT​GG-3′); mouse Tuba1a: forward (5′-CCG​CGA​AGC​AGC​AAC​CAT-3′), reverse (5′-CCA​GGT​CTA​CGA​ACA​CTG​CC-3′); human Tuba1a: forward (5′-GAA​GCA​GCA​ACC​ATG​CGT​GA-3′), reverse (5′-TCT​CCT​CCC​CCA​ATG​GTC​TT-3′); mouse Ret: forward (5′-ACA​CGG​CTG​CAT​GAG​AAT​GA-3′), reverse (5′-GGA​AAC​CAC​CAT​TGC​GGA​TG-3′); human Ret: forward (5′-GAA​GGC​GAC​GTC​CGG​TG-3′), reverse (5′-TAG​AGG​CCC​AAT​GCC​ACT​TT-3′); mouse Ascl1: forward (5′-CCC​TCT​TAG​CCC​AGA​GGA​AC-3′), reverse (5′-TGC​CAT​CCT​GCT​TCC​AAA​GTC-3′); mouse Ezh1: forward (5′-TCC​ATG​AGG​AAA​ATG​GAT​ATA​GCA-3′), reverse (5′-TCC​CAT​ATT​TGC​CTG​GAG​CC-3′); mouse Ezh2: forward (5′-ACT​GCT​TCC​TAC​ATC​CCT​TCC-3′), reverse (5′-ACG​CTC​AGC​AGT​AAG​AGC​AG-3′); ChIP mouse Ret: forward (5′-GAA​AGA​GGG​ACA​GAG​AGC​CT-3′), reverse (5′-GAC​AAC​GGT​AGC​AGG​TCT​CT-3′); ChIP human Ret: forward (5′-TAG​CCG​CAG​TCC​CTC​CAG-3′), reverse (5′-CCC​ACG​GCA​AAC​AGA​AAG​G-3′); ChIP mouse Gfra1: forward (5′-GAC​CCG​CTT​TTA​GGG​GTT​CA-3′), reverse (5′-CTT​CAG​CAC​TCT​GGG​CTC​TC-3′); ChIP human Gfra1: forward (5′-TGC​GGT​AAT​CTT​CGA​GAG​CT-3′), reverse (5′-GAA​CAG​GAG​CAG​GCC​GAG-3′). For RNA-seq, the RNA was isolated using RNeasy Microarray kit (73304; Qiagen).

### RNA-seq data analysis

Raw RNA-seq reads were trimmed with Reaper (http://www.ebi.ac.uk/~stijn/reaper/reaper.html) using the following parameters: -geom no-bc -3pa -clean-length 20 -qqq-check 53/10 -trim-length 150 –nozip. Trimmed reads were mapped to the reference genome mm10 (UCSC assembly) using STAR software (Dobin et al., 2013) with parameters (--outFilterMismatchNoverLmax 0.1 --chimSegmentMin 18 --chimScoreMin 12). Differential expression (Log2FC [fold change] ≥1, false discovery rate [FDR] <0.05, BaseMean ≥2 for upregulated genes, Log2FC ≤ −1, FDR <0.05, BaseMean ≥2 for downregulated genes) was quantified and normalized by the use of DESEq2. GO analysis was performed using DAVID Bioinformatics Resources 6.8; adjusted P value (FDR) for the GO terms was calculated in R using the Benjamini-Hochberg method (Benjamini and Hochberg, 1995). The percentage of upregulated genes per chromosome was calculated by dividing the number of genes upregulated upon Lmnb1 KD in MLE12 cells at a specific chromosome to the total number of upregulated genes. 

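Chromosome 6 carried more and chromosome 10 fewer of the upregulated genes than their shares of the tested genes, but neither difference passed after adjustment over chromosomes. By the fold changes of the authors' deposited table, 16 of the 169 genes higher past 2-fold lie on chromosome 6 of GRCm38, which is 9.47%, against 5.16% of the tested genes (odds ratio 1.95, Fisher's exact test, two-sided, p = 0.020). They include Ret, Cxcl12, Ntf3, Mgp, Nod1, a sensor of bacterial peptidoglycan, and Mgll, a lipase of monoglycerides whose exons overlap an antisense gene. On chromosome 10 lie 2 of the 169, Gstt1, a glutathione transferase, and Rps26, a ribosomal protein gene. This is 1.18% against 4.87% of the tested genes (odds ratio 0.23, Fisher's exact test, p = 0.018). In the authors' deposited table 6 genes of each of the 2 chromosomes were lower past 2-fold, among them Ndnf on chromosome 6 and Amd2 and Slc6a15 on chromosome 10. After Benjamini-Hochberg adjustment over 21 chromosomes the adjusted p was 0.19 for both (Fisher's exact test). The study compared with RefSeq genes. The RefSeq genes of GRCm38 used here may differ from the study's in release and in the kinds of genes counted. Among them 5.73% lie on chromosome 6 and 4.55% on chromosome 10 (Fisher's exact test, p = 0.045 and 0.038, adjusted p = 0.21 for both). Counted without the fold threshold, 6.04% of the higher genes lie on chromosome 6 and 4.32% on chromosome 10, both nearer to the background.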

To determine the number of genes per chromosome, a custom script in bash was developed. Briefly, the coordinate of mm10 transcripts of Refseq database were obtained by using (analyzeRepeats.pl rna mm10 -strand both -count genes) and annotated by annotatePeaks.pl (default settings). Single genes per chomosomes were substracted with the help of an R script mat_u <- mat[!duplicated(mat$gene_name),] followed by mat_u <- subset(mat_u, chr==n), where n is each chromosome identifier.

### In situ nuclear matrix extraction

Cells on the coverslips were washed and incubated with cytoskeletal buffer (10 mM PIPES, pH 6.8, 100 mM NaCl, 300 mM sucrose, 1 mM EGTA, and 1 mM MgCl_2_) supplemented with protease inhibitors and 0.5% Triton X-100 at room temperature for 3 min. Chromatin was digested with DNase I (50 ng/µl) in DNase I buffer (10 mM Tris-HCl, pH 7.5, 2.5 mM MgCl_2_, and 0.5 mM CaCl_2_) at room temperature for 30 min. The coverslips were washed with PBS, followed by immunostaining.

### ChIP and ChIP sequencing

5 × 10^6^ control and lamin B1 KD MLE12 cells were fixed with 1% formaldehyde for 10 min at room temperature. Fixation was quenched with 125 mM glycine followed by washes with cold PBS for 3 × 10min. Cells were further lysed in 600 µl of ice-cold L1 lysis buffer (Tris pH 8.0, 50 mM; EDTA pH 8, 2 mM; NP-40 0.1%; and glycerol 10%) for 5 min and nuclei were spun down. Next, nuclei were resuspended in 600 µl L2 lysis buffer (SDS 1%; EDTA pH 8, 5 mM; and Tris pH 8, 50 mM) and DNA was sheared by sonication. Extracts were precleared with 80 µl protein G beads for 1 h followed by incubation with 10 µg primary antibody overnight at 4°C and binding to 30 µl BSA-coated protein G beads. Immunoprecipitates were washed two times with NaCl-washing buffer (0.1% SDS, NP-40 1%, 2 mM EDTA, 500 mM NaCl, and 20 mM Tris pH8), followed by two washes with LiCl-washing buffer (0.1% SDS, 1% NP-40, 2 mM EDTA, 500 mM LiCl, and 20 mM Tris pH 8) and eluted with extraction buffer (Tris pH 8.0, 20 mM, EDTA pH 8, 2 mM, 2% SDS). Cross-linking was reverted by incubation overnight at 65°C. DNA was purified using Qiagen mini-elute PCR purification kit (28004). Immunoprecipitated DNA was either used for qPCR analysis or sequenced on NextSeq500 instrument (Illumina).

### ChIP-seq data analysis

ChIP-seq reads were mapped to the mouse reference genome mm10 (UCSC assembly) using the default settings of Bowtie2 (Langmead and Salzberg, 2012). The PCR duplicates were removed with MarkDuplicates.jar from picard-tools-1.119. Peaks in H3K27me3-ChIP-seq were called using findPeaks from homer (-region -size 1000 -minDist 10000 -style histone) using the Input as control sample. The common peaks between replicates (*n* = 2) were obtained by the use of bedtools intersect (-wa). Distribution of the H3K27me3-ChIP mapped reads from control and lamin B1 KD MLE12 cells at all peaks in MLE12 was performed using ngs.plot (Shen et al., 2014) with mm10. The BAM files were normalized to reads per genome coverage by the use of BamCoverage from deepTools2 (Ramírez et al., 2014; -b 20 -smooth 40 -e 150 --normalizeTo1x 2652783500).

### Statistical analysis

Results from quantitative analyses are presented as mean ± SEM. Statistical analysis was performed using Student’s *t* test with two-tailed distribution. Sample sizes were determined based on previous experience with analogous experiments. For in vivo experiments, animals that unexpectedly died were excluded from the analysis. Statistical significance was defined as follows: *, P < 0.05; **, P < 0.01; ***, P < 0.001; or #, P < 0.05; ##, P < 0.01; ###, P < 0.001 in Fig. 1 C, Fig. 6 B, Fig. 8 H, and Fig. S1 B.

### Data availability

Sequencing data (ChIP-seq and RNA-seq) have been deposited in the Gene Expression Omnibus under accession number GSE94681. All data supporting the findings of this study are included in the manuscript and are available from the corresponding author on request.

### Online supplemental material

Fig. S1 shows immunohistochemical staining with a second lamin B1 antibody on human lung tissue microarrays validating the findings presented in Fig. 1. Fig. S1 also shows high lamin B1 levels in nonmalignant stroma cells. In addition, abnormal nuclear shape and lamin B1 localization in LLC1 cells are presented in Fig. S1. Fig. S2 shows validation of the specific role of lamin B1 in *Ret* gene regulation, cell migration, and EMT in MLE12 cells using shRNA against *Lmna*, a second shRNA against *Lmnb1*, as well as *Lmnb1*^+/−^ MLE12 cells generated by CRISPR/Cas9 gene editing. Fig. S3 presents FISH analysis of Lmna KD, Lmnb1 KD, and Lmnb1/Ascl1 double-KD MLE12, as well as chromatin changes at the *Gfra1* locus. Fig. S4 shows the effects of EZH1/2 inhibition on *Ret* gene positioning and expression or cell migration. Fig. S5 presents further characterization of the lung defects in *Lmnb1*^+/−^ and *Lmnb1*^−/−^ mice.

## Supplementary Material

Supplemental Materials

# Supplementary material for: Lamin B1 loss promotes lung cancer development and metastasis by epigenetic derepression of RET
**Source:** J Exp Med. 2019 Apr 23;216(6):1377–95. doi: 10.1084/jem.20181394
**Supplement:** Supplemental Materials

Supplemental material

Jia et al., <https://doi.org/10.1084/jem.20181394>

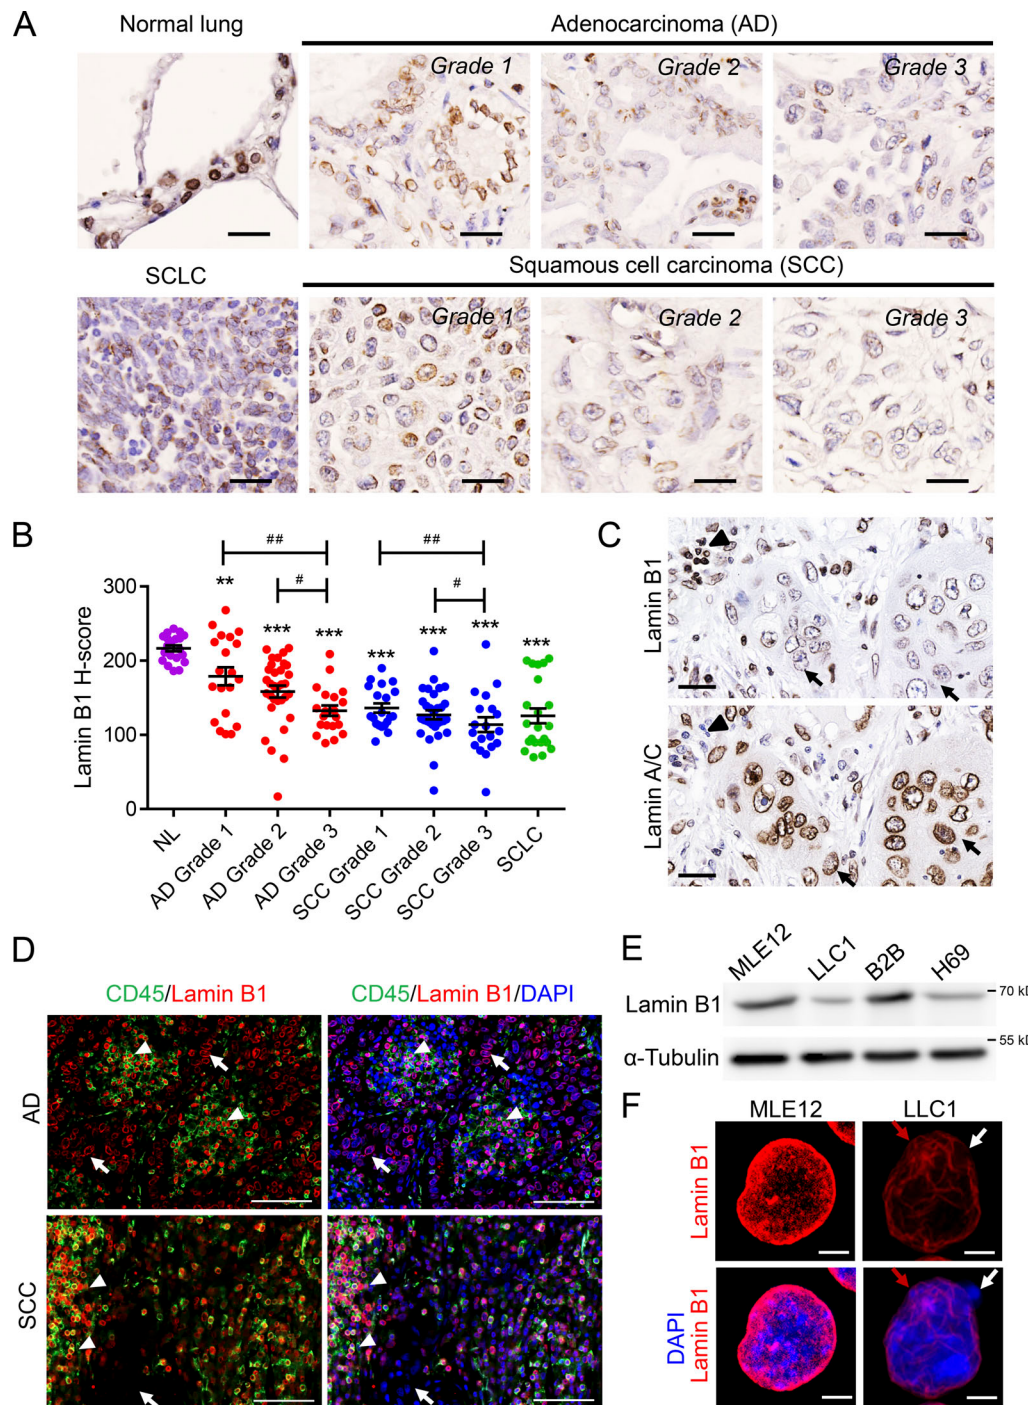

Figure S1. Lamin B1 levels are decreased in lung cancer cells. (A) IHC of representative tissue samples from different types and grades of lung tumors from a tissue microarray stained with a second anti-lamin B1 antibody (Santa Cruz; sc-6216), showing similar results to the IHC with the anti-lamin B1 antibody (Sigma-Aldrich; HPA050524) presented in Fig. 1. Scale bars, 25 μ m. (B) Relative lamin B1 staining intensity (H-score) using an anti-lamin B1 antibody (Santa Cruz; sc-6216) in lung tumors of different types and grades. $n = 70$ for adenocarcinoma (AD; 20 grade 1, 30 grade 2, 20 grade 3); $n = 69$ for SCC (16 grade 1, 33 grade 2, 20 grade 3); $n = 22$ for SCLC; and $n = 20$ for normal lung tissue (NL). Statistical analysis was performed using Student's t test with two-tailed distribution. **, $P < 0.01$; ***, $P < 0.001$ versus normal lung tissue. #, $P < 0.05$; ##, $P < 0.01$. (C) IHC of consecutive lung cancer tissue samples using anti-lamin B1 antibody (Sigma-Aldrich; HPA050524) and lamin A antibody, showing high levels of lamin A and low levels of lamin B1 in lung cancer cells (arrows). Stroma cells (arrowheads) show high levels of lamin B1 and no lamin A. Scale bars, 25 μ m. (D) Coimmunostaining with CD45 and lamin B1 antibodies of representative adenocarcinoma and SCC samples showing that cells highly positive for lamin B1 are CD45 positive immune/inflammatory cells (arrowheads); arrows indicate CD45-negative cells. Scale bars, 50 μ m. (E) Immunoblot analysis of total cell lysates of mouse lung epithelial (MLE12) cells, mouse Lewis lung carcinoma (LLC1), human bronchial epithelium B2B, and H69 human SCLC cells showing decreased lamin B1 levels in mouse and human lung cancer cell lines. (F) Confocal images of immunostaining for lamin B1 in MLE12 and LLC1 cells. Scale bars, 5 μ m. White arrows show nuclear blebs and local lamin B1 loss in LLC1 cells, whereas red arrows point to abnormalities in lamin B1 staining. To more clearly visualize the staining pattern in the LLC1 cells, which had a weaker lamin B1 signal, we acquired the LLC1 images with higher exposure compared with the MLE12 cells.

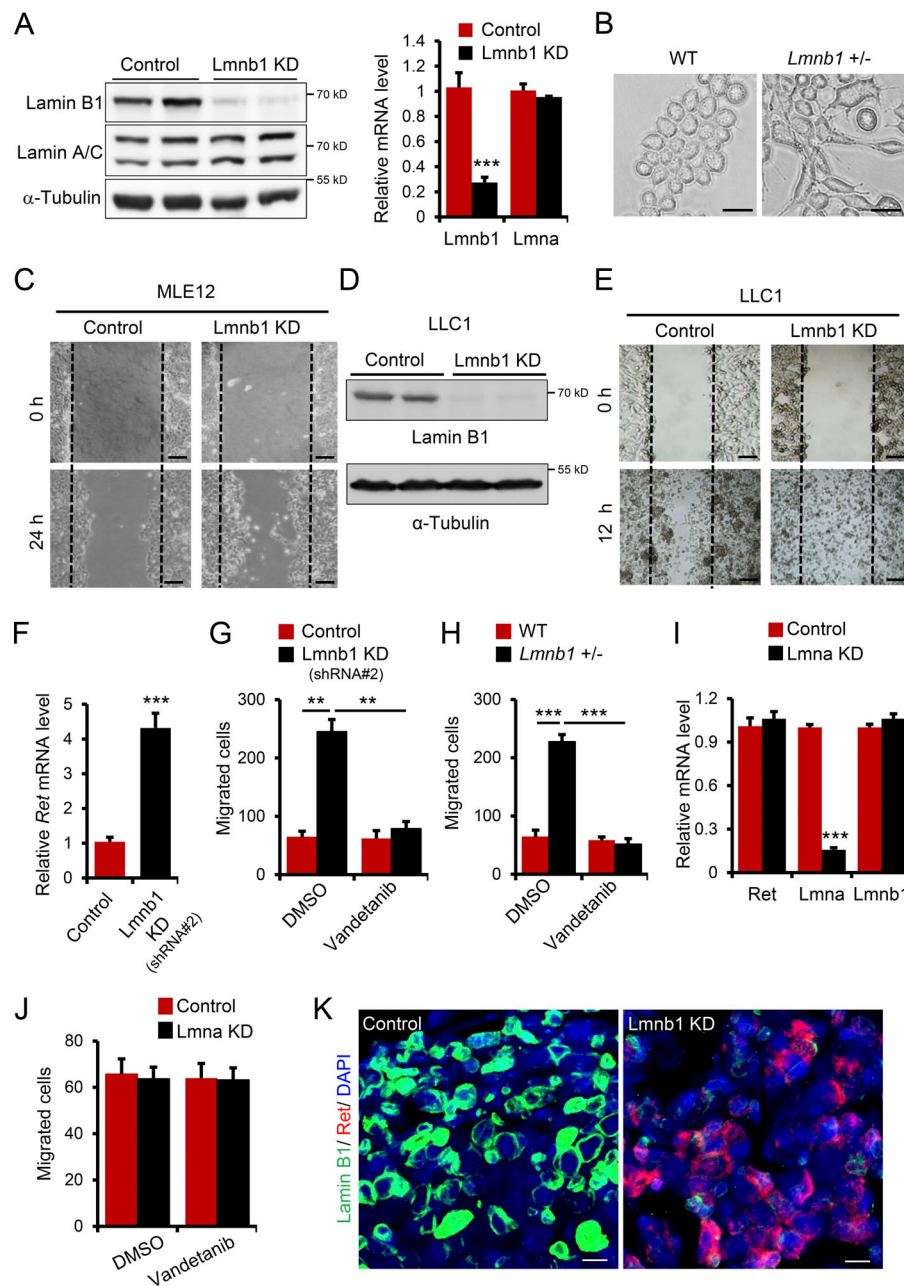

Figure S2. Lamin B1 KD promotes cell migration and metastasis. (A) Immunoblot analysis of total cell lysates of MLE12 cells expressing control shRNA or shRNA against lamin B1 using lamin B1 and lamin A/C antibodies. α -Tubulin served as loading control (left panel). qPCR analysis of *LmnB1* and *Lmna* expression in MLE12 expressing control shRNA or shRNA against lamin B1 (right panel; $n = 6$). (B) Morphological changes in *LmnB1*^{+/-} MLE12 cells generated by CRISPR/Cas9 gene editing. Scale bars, 25 μ m. (C) Scratch wound healing assay with control and lamin B1 KD MLE12 cells. Scale bars, 100 μ m. (D) Immunoblot analysis of total cell lysates of LLC1 cells expressing control shRNA or shRNA against lamin B1. (E) Scratch wound healing assay with control and lamin B1 KD LLC1 cells. Scale bars, 100 μ m. (F) qPCR validation of *Ret* upregulation upon lamin B1 depletion using a different shRNA against *LmnB1* compared with the one from Fig. 3 D ($n = 6$). (G and H) Boyden chamber migration assay with control and lamin B1 KD MLE12 cells (using a different shRNA against *LmnB1* compared with the one presented in Fig. 4 C; G) or with control and *LmnB1*^{+/-} MLE12 cells (H) treated either with DMSO or with 20 nM vandetanib ($n = 4$), validating our findings. (I) qPCR analysis of *Ret*, *LmnB1*, and *Lmna* expression in MLE12 expressing control shRNA or shRNA against lamin A/C ($n = 6$). (J) Boyden chamber migration assay with control and lamin A/C KD MLE12 cells, treated either with DMSO or with 20 nM vandetanib ($n = 4$). (K) Co-staining with RET and lamin B1 antibodies of metastatic nodules in the lungs of mice injected with control or lamin B1 KD LLC1 cells. Scale bars, 10 μ m. Data shown in A and F–J are mean $\pm$ SEM of a minimum of two independent experiments. Statistical analysis was performed using Student's *t* test with two-tailed distribution. **, $P < 0.01$; ***, $P < 0.001$.

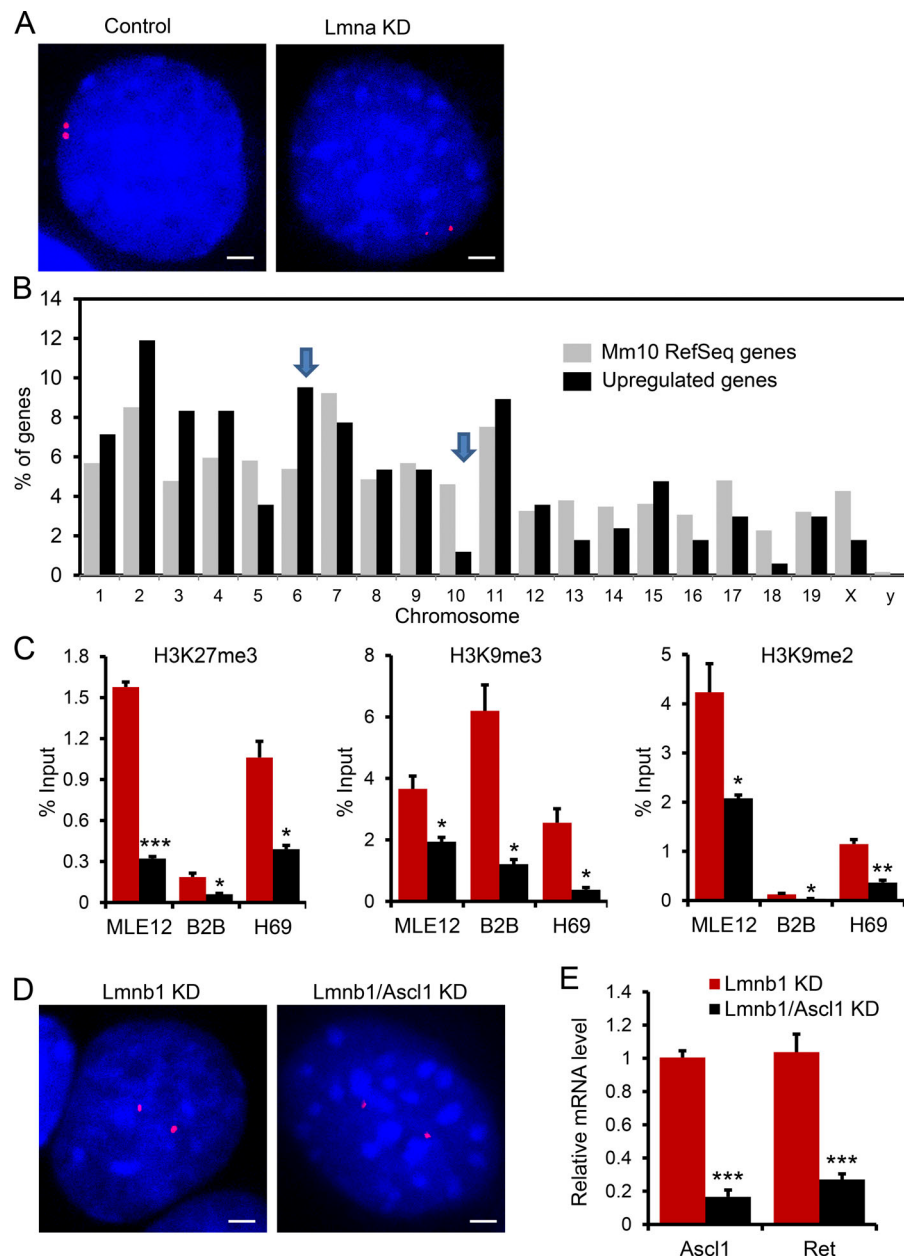

Figure S3. **Lamin B1 controls gene positioning and chromatin architecture in lung epithelial cells.** **(A)** Representative DNA FISH images of the *Ret* gene (red) in control or Lmna KD MLE12 cells. Cell nuclei were labeled with DAPI. Scale bars, 2 μ m. **(B)** Distribution among chromosomes of differentially regulated genes upon lamin B1 loss of function ($n = 2$). Chr. 6 and 10 are indicated with arrows. **(C)** ChIP-qPCR analysis of H3K27me3, H3K9me3, and H3K9me2 occupancy at the *Gfra1* promoter ($n = 4$). **(D)** Representative DNA FISH images of the *Ret* gene (red) in Lmnb1 KD or Lmnb1/Ascl1 double-KD MLE12 cells. Scale bars, 2 μ m. **(E)** qPCR analysis of *Ascl1* and *Ret* expression in Lmnb1 KD or Lmnb1/Ascl1 double-KD MLE12 cells ($n = 6$). Images in A and D are representative of two independent experiments. Data shown in C and E are mean $\pm$ SEM of a minimum of two independent experiments. Statistical analysis was performed using Student's *t* test with two-tailed distribution. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$.

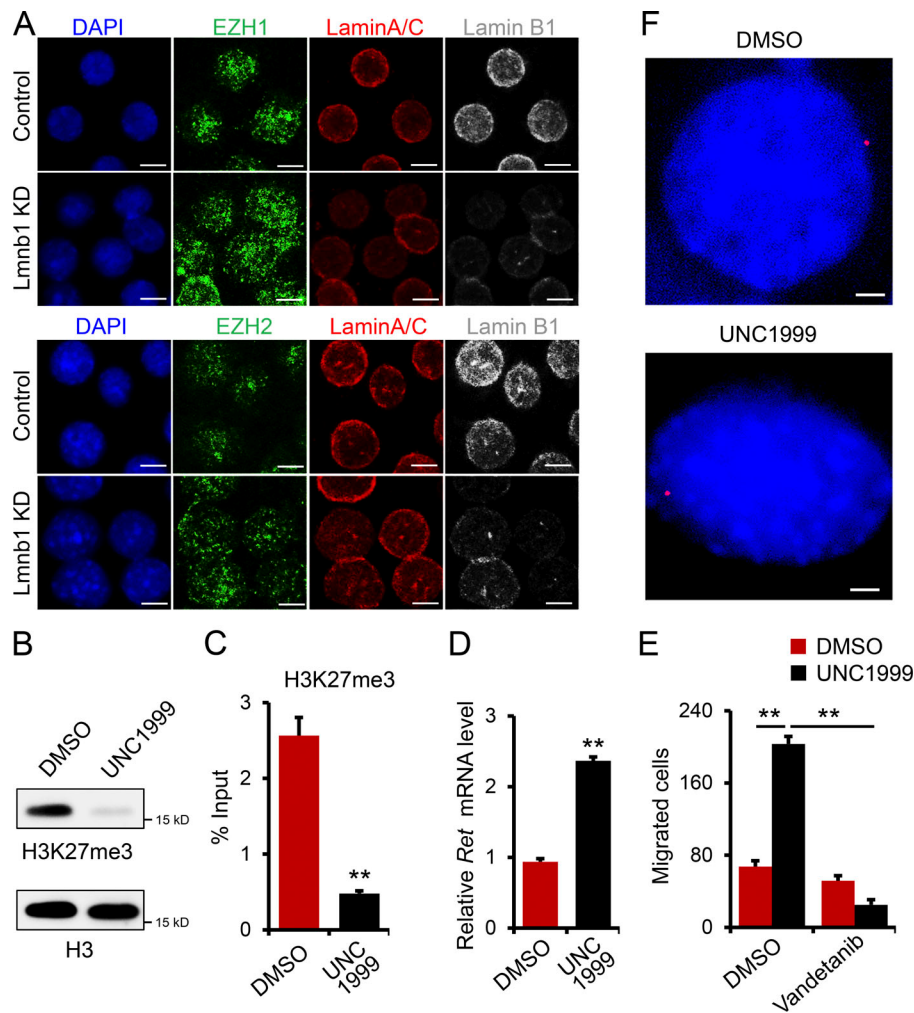

Figure S4. **Loss of PRC2 recruitment to chromatin induces a highly migratory phenotype in lung epithelial cells with decreased lamin B1 levels.** (A) Co-staining with lamin B1, lamin A/C, and EZH1 or EZH2 antibodies of cells treated with cytoskeletal buffer before in situ nuclear matrix extraction presented in Fig. 8 B. DNA content was assessed by DAPI staining. Scale bars, 5 μ m. (B) Western blot analysis of global H3 and H3K27me3 levels in acid extracts of MLE12 cells treated with DMSO or the EZH1/EZH2 inhibitor UNC1999 (1 μ M) for 3 d. (C) ChIP-qPCR analysis of H3K27me3 at the *Ret* promoter in MLE12 cells treated with DMSO or 1 μ M UNC1999 ($n = 4$). (D) Relative *Ret* expression levels in MLE12 cells treated with DMSO or 1 μ M UNC1999 ($n = 6$). (E) Boyden chamber migration assay with MLE12 cells treated with DMSO, 1 μ M UNC1999, or 1 μ M UNC1999 and 20 nM vandetanib ($n = 4$). (F) Representative DNA FISH images of the *Ret* gene (red) in MLE12 cells treated with DMSO or 1 μ M UNC1999. Scale bars, 2 μ m. Results (A–E) are representative of a minimum of two independent experiments. Images in F are representative of two independent experiments. Statistical analysis was performed using Student's *t* test with two-tailed distribution. Data are mean $\pm$ SEM. **, $P < 0.01$.

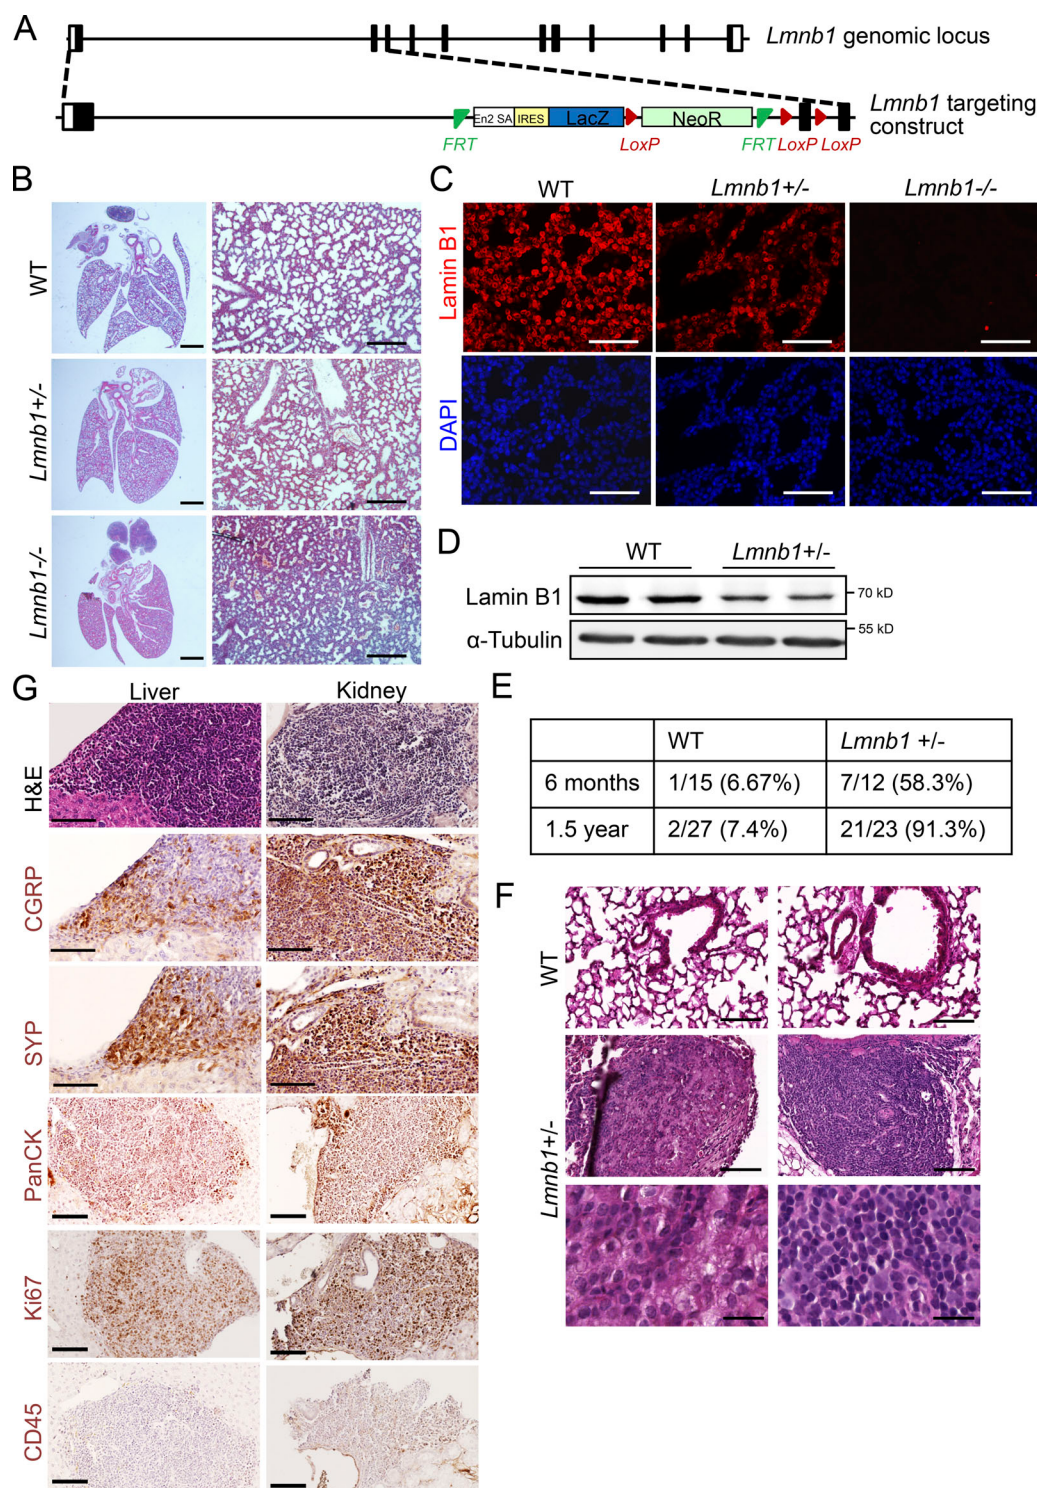

Figure S5. **Lung defects in *Lmnbl1*^{+/-} and *Lmnbl1*^{-/-} mice.** (A) Schematic representation of the *Lmnbl1* genomic locus and *Lmnbl1* targeting construct. (B) H&E staining of WT, *Lmnbl1*^{+/-}, and *Lmnbl1*^{-/-} E18.5 lungs (*n* = 3). The right panels represent higher magnification images. Scale bars of left panels, 2 mm; scale bars of right panels, 100 μ m. (C) Immunostaining of WT, *Lmnbl1*^{+/-}, and *Lmnbl1*^{-/-} lungs with lamin B1 antibody, showing reduced lamin B1 expression in the heterozygous lungs and lack of lamin B1 expression in the knockout lungs (*n* = 3). Scale bars, 50 μ m. (D) Western blot analysis of lysates from mouse embryonic fibroblasts derived from WT and *Lmnbl1*^{+/-} mice. (E) Spontaneous tumor incidence in lungs of WT and *Lmnbl1*^{+/-} littermates at 6 mo and 1.5 yr of age. (F) Histological analysis of representative lung sections of WT and *Lmnbl1*^{+/-} mice at 6 mo of age. Scale bars, 100 μ m. (G) Histological and immunohistochemical analysis of liver and kidney of *Lmnbl1*^{+/-} mice at 1.5 yr of age. Scale bars, 100 μ m.

Table S1. **Antibodies, chemicals, and plasmids used in this study**

**Name**	**Source**	**Identifier**
Lamin B (C-20) antibody	Santa Cruz Biotechnology	Cat# sc-6216; RRID: AB_648156<br>Dilutions: WB 1:1,000; IF/IHC 1:100
LMNB1 antibody	Sigma-Aldrich	Cat# HPA050524; RRID: AB_2681156<br>IF/IHC 1:100
Lamin A/C (N-18) antibody	Santa Cruz Biotechnology	Cat# sc-6215; RRID: AB_648152<br>Dilutions: WB 1:1,000; IF/IHC 1:100
Polyclonal rabbit anti-cytokeratin	Dako	Cat# Z0622; RRID: AB_2650434<br>Dilutions: IF/IHC 1:300
CD45 antibody	Abcam	Cat# ab10558; RRID: AB_442810<br>Dilutions: IF/IHC 1:200
Anti-CGRP antibody produced in rabbit	Sigma-Aldrich	Cat# C8198; RRID: AB_259091<br>Dilutions: IHC 1:100
Synaptophysin polyclonal antibody	Thermo Fisher Scientific	Cat# PA5-27286; RRID: AB_2544762<br>Dilutions: IHC 1:100
Anti-CD3 mouse mAb (UCHT1) antibody	Millipore	Cat# 217570-100UG; RRID: AB_211569<br>Dilutions: IF/IHC 1:200
Ki67 antibody	Abcam	Cat# ab15580; RRID: AB_443209<br>Dilutions: IHC 1:200
PCNA (PC10) antibody	Santa Cruz Biotechnology	Cat# sc-56; RRID: AB_628110<br>Dilutions: IHC 1:100
Napsin A antibody	Abcam	Cat# ab73021; RRID: AB_1269521<br>Dilutions: IF 1:100
E cadherin antibody (DECMA-1)	Abcam	Cat# ab11512; RRID: AB_298118<br>Dilutions: WB 1:2,000; IF 1:150
Fibronectin antibody	Abcam	Cat# ab2413; RRID: AB_2262874<br>Dilutions: WB 1:1,000, IF 1:100
Mouse anti-N-cadherin mAb	Sigma-Aldrich	Cat# C3865; RRID: AB_262097<br>Dilutions: WB 1:500; IF 1:100
Vimentin (D21H3) XP rabbit mAb antibody	Cell Signaling Technology	Cat# 5741; RRID: AB_10695459<br>Dilutions: IF 1:100
Monoclonal anti- α -tubulin antibody produced in mouse	Sigma-Aldrich	Cat# T5168; RRID: AB_477579<br>Dilutions: WB 1:8,000
Anti-Ret antibody (EPR2871)	Abcam	Cat# ab134100<br>Dilutions: WB 1:2,000
Ret (C-19) antibody	Santa Cruz Biotechnology	Cat# sc-167; RRID: AB_631317<br>Dilutions: IF/IHC 1:50
Phospho-p38 MAPK (Thr180/Tyr182; D3F9) XP rabbit mAb	Cell Signaling Technology	Cat# 4511; RRID: AB_2139682<br>Dilutions: WB 1:1,000; IHC 1:100
Anti-p38 MAPK Antibody	Cell Signaling Technology	Cat# 9212; RRID: AB_330713<br>Dilutions: WB 1:1,000
Phospho-SAPK/JNK (Thr183/Tyr185; G9) mouse mAb #9255 antibody	Cell Signaling Technology	Cat# 9255; RRID: AB_2307321<br>Dilutions: WB 1:2,000
p-ERK (E-4) antibody	Santa Cruz Biotechnology	Cat# sc-7383; RRID: AB_627545<br>Dilutions: WB 1:1,000

Table S1. **Antibodies, chemicals, and plasmids used in this study (Continued)**

Name	Source	Identifier
p-Ret (Tyr 1062)-R antibody	Santa Cruz Biotechnology	Cat# sc-20252-R; RRID: AB_2179766<br>Dilutions: WB 1:1,000; IF/IHC 1:50
Rabbit anti-EZH1 polyclonal antibody	Abcam	Cat# ab13665; RRID: AB_300546<br>Dilutions: WB 1:500; IF 1:100
KMT6/EZH2 antibody	Abcam	Cat# ab3748; RRID: AB_304045<br>Dilutions: WB 1:1,000; IF 1:100
Histone H3 (dimethyl K9) antibody	Abcam	Cat# ab1220; RRID: AB_449854
Rabbit anti-histone H3, trimethyl (Lys9) ChIP grade polyclonal antibody	Abcam	Cat# ab8898; RRID: AB_306848<br>Dilutions: PLA 1:100
H3K27me3–human, H3K27me3–mouse antibody	Millipore	Cat# 07-449; RRID: AB_310624<br>Dilutions: WB 1:2,000; PLA 1:100
Histone H3 antibody–ChIP grade	Abcam	Cat# ab1791; RRID: AB_302613<br>Dilutions: WB 1:8,000
Ascl1 antibody	BD Biosciences	Cat# 556604; RRID: AB_396479
RNA polymerase II CTD repeat YSPTSPS antibody (8WG16)	Abcam	Cat# ab817; RRID: AB_306327
Sheep anti-digoxigenin Fab fragments antibody, rhodamine conjugated	Roche	Cat# 11207750910; RRID: AB_514501
Vandetanib (ZD6474)	Selleckchem	Cat# S1046
SB202190	Adipogen	Cat# AG-CR1-0028
UNC1999	Sigma-Aldrich	Cat# 1431612-23-5
Matrigel GFR basement membrane matrix	Corning	Cat# 354230
pLKO.1—mouse Ret shRNAs	Sigma-Aldrich	SHCLNG-NM_009050<br>Clone ID: NM_009050.1-2934s1c1
pLKO.1—mouse Lmnb1 shRNAs #1	Sigma-Aldrich	SHCLNG-NM_010721<br>Clone ID: NM_010721.1-675s1c1
pLKO.1—mouse Lmnb1 shRNAs #2	Sigma-Aldrich	SHCLNG-NM_010721<br>Clone ID: NM_010721.1-675s1c1
pLKO.1—human Lmnb1 shRNAs	Sigma-Aldrich	SHCLND-NM_005573<br>Clone ID: NM_005573.2-760s1c1
pLKO.1—mouse Lmna shRNAs	Sigma-Aldrich	SHCLNG-NM_001002011.2<br>Clone ID: NM_001002011.1-1627s1c1
pLKO.1—mouse Ascl1 shRNAs	Sigma-Aldrich	SHCLNG-NM_008553.4<br>Clone ID: NM_008553.2-670s1c1
pLKO.1—mouse Ezh1 shRNAs	Sigma-Aldrich	SHCLND-NM_007970<br>Clone ID: NM_007970.1-1805s1c1
pLKO.1—mouse Ezh2 shRNAs	Sigma-Aldrich	SHCLND-NM_007971<br>Clone ID: NM_007971.1-1497s1c1

Cat#, catalog number; GFR, growth factor reduced; IF, immunofluorescence; WB, Western blot.

How the deposited data were processed for this re-analysis (not part of the article)

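RNA-seq of MLE12 mouse lung epithelial cells was used, with 2 libraries of control cells and 2 of lamin B1 KD cells, mapped to their groups by the sample labels and the legend of Fig. 3. The submitters' processing notes name STAR, DESeq2 and mm10; the paper adds trimming with Reaper. Versions of these tools, the program that counted reads per gene and its strand setting are not given in the sources used here. The only values used are those of the comparison of the groups that the authors deposited. Its mean level per gene is a signal made by the authors, the mean of counts that DESeq2 divided by size factors. The log2 fold changes in it (lamin B1 KD over control) were also made by the authors with DESeq2, and so were each deposited p-value and its adjusted form. Depth per library cannot be read from these values, and the precision of each fold change was taken from the standard error recovered from the deposited fold change and p-value. Fold changes that the authors deposited for rare transcripts are pulled toward 0, so they understate the change of rare genes, and the recovered value is the error on that scale. The adjusted p-values were recomputed from the deposited p-values and the largest relative difference was 7.4e-12.

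No gene was tested anew. The test foreseen for counts or for normalized values per library was not run, because the values are of neither kind, and the authors' values were taken as planned for that case. Calls follow the methods of the study: adjusted p under 0.05, a log2 fold change of at least 1 in either direction and a mean level of at least 2. Calls without the fold threshold were counted too. What was computed here are the counts, binomial and Fisher's exact tests, list tests, positions and trends, with Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, R 4.3.3 and limma 3.58.1. Symbols and identifiers are those of the deposited table. Positions, GC content and transcript length come from GENCODE M21 on GRCm38, which 11572 of the 11639 tested genes matched by identifier (99.4% with a GC content). For the genes that the naming rule gives, near-identical copies were searched with BLAST 2.17.0 at 95% identity over at least 100 bases, and overlaps of exons were taken from the annotation.

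A set of 33 gene lists was written before the deposited values were examined. Fig. 3 was known by then, since the genes labelled in it form 1 of the lists. Of these lists 31, with at least 3 tested genes, were tested against all other tested genes with cameraPR. The test used an inter-gene correlation of 0.01 and the normal deviate of each deposited p-value with the sign of the fold change. Its p-values were adjusted over the lists by the Benjamini-Hochberg method. The upregulated genes were compared with a list of 80 cell migration and chemotaxis genes, which stands in for the GO terms of the study, whose members were not used here. The share of upregulated genes per chromosome was compared with that of the tested genes by Fisher's exact test. The genes named in the text are those labelled in Fig. 3 or named in the paper, the 15 with the largest and the 15 with the smallest log2 fold change among those past the threshold with a mean level of at least 20, and in each list up to 4 members past the threshold with the largest change, or the 2 of highest mean level where none passed; Fig. 3 had been seen when this rule was set. Members named outside the rule were chosen after their values were seen, among them Rhoa, Cdc42, Ackr3, Myh9, Itgb1, Ptpn11, Gdnf, Manf, Rps26 and the neighbouring pairs. The list test was checked on simulated data with the 11639 genes drawn independently of each other. The check therefore does not show how the test behaves where the genes of a list vary together. With the statistics of the 15 integrin genes shifted by 1 SD, that list passed in 67 of 100 draws, and lists that share no gene with it passed in 5 of 2600 tests. Alternatives were other filters on the mean level, other fold and adjusted p thresholds, other backgrounds and, chosen after seeing the data, the subtraction of trends on mean level, GC content and transcript length (a running median or a least-squares spline), ranks in place of the statistic, and 773 Reactome sets with 10 to 500 tested genes shipped with fgsea 1.28.0. Apart from the sets named in the text, results of single Reactome sets are not reported here.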

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

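The tests of the mean level for the excess of higher genes and of the ATF4 branch, the subtraction of trends and the use of ranks were chosen after the results were seen. In lists of genes outside those the paper discusses, 3 rose as a set in the lamin B1 KD cells (limma cameraPR, adjusted over 31 lists). Alveolar type II cell genes had a median log2 fold change of 0.30 in the authors' deposited table, with 6 of 12 tested genes higher and none lower (adjusted p = 0.0006; 7 higher and 1 lower when adjusted over the list alone). The surfactant gene Sftpc led them with 1.82 (standard error 0.13), followed in the deposited table by the transcription factor gene Cebpa with 0.66 and the lipid enzyme gene Scd1 with 0.49. Alveolar type I cell genes had a median of 0.17 in the authors' deposited table, with 4 of 13 higher and none lower (adjusted p = 0.033; 4 higher when adjusted over the list alone): Ager at 0.82, Hopx at 0.81, Aqp5 at 0.62 and Cav1 at 0.55. Interferon-stimulated genes had a median of 0.24, with 6 of 34 higher and none lower in the authors' deposited table (adjusted p = 0.011; 6 higher when adjusted over the list alone), among them the immunoproteasome genes Psmb8 at 0.83 and Psmb9 at 0.64 and the peptide transporter gene Tap1 at 0.53. Exons of Psmb9 and Tap1 overlap on opposite strands, and Hopx, Psmb8 and Cebpa overlap antisense genes. All 3 lists passed after the trends on GC content, length and mean level were subtracted (adjusted p = 0.0076, 0.0059 and 0.0076), and alveolar type I genes did not pass on ranks of the statistic (adjusted p = 0.13).

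Genes of the unfolded protein and integrated stress response were lower, which the paper does not discuss. Of 25 tested genes, 14 were lower and 1, Manf, was higher in the authors' deposited table, with a median log2 fold change of -0.43 (cameraPR adjusted p = 9e-07; 14 and 1 when adjusted over the list alone). After the trends on GC content, length and mean level were subtracted the median was -0.34, which argues against these trends as the whole cause. The fall sat in targets of the transcription factor ATF4, whose branch had a median of -0.61, with 12 of 14 genes lower (Vldlr at -1.60, Slc7a11 at -1.12, Trib3 at -1.02 and Aldh1l2 at -0.89 in the authors' deposited table), against 0.02 for 11 genes of endoplasmic reticulum folding (2 lower and 1 higher; permutation p = 0.0099 for the difference, two-sided). This split was tested after the values were seen, and genes of a branch may vary together. Its p-value is therefore not independent evidence. Exons of Aldh1l2 overlap those of D10Wsu102e on the other strand over 1056 bases. A lower ATF4 output in these lamin B1 KD cultures may account for it, as a hypothesis; whether it follows from lamin B1, from an effect of the shRNA on other genes or from the state of the cultures at harvest stays open, since libraries of another shRNA, values per library and culture density were not analysed here.

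More genes were higher than lower past 2-fold (169 and 72). A trend of the fold change with mean level was weighed first: after the running median was subtracted the ratio of higher to lower genes was 1.82, against 2.35 before, with 158 higher and 87 lower genes. After the trend on GC content and transcript length was subtracted the ratio was 1.93. These values argue against either trend alone as the whole cause, while part of the excess went with each of them. The trends were not subtracted together for these counts, so their joint effect stays open. A release of repression by lamin B1, which the paper names, may remain as a hypothesis, and a difference between libraries unrelated to these trends and an effect of the shRNA on other genes stay open.

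The fold change rose with GC content, and the median log2 fold change differed between chromosomes, from -0.11 on chromosome 18 to 0.05 on chromosome 7 (permutation p = 0.001, the smallest that 1000 permutations can give). After subtraction of the trend on GC content and length, 0.378 of that range was left (permutation p = 0.088), so composition may account for most of it; with mean level subtracted as well, p was 0.016. Subtraction of the trend on mean level alone left 0.963 of the range, which argues against it. The uncorrected fold change rose with the number of genes within 500 kb (Spearman 0.143, across all chromosomes). Corrected for GC content, length and level, it did not rise with that number within chromosomes (Spearman -0.0438, permutation p = 0.0001, the smallest that 10000 permutations can give). This argues against a rise with gene density apart from these properties. A weak fall with gene density remained after the correction, and an effect of gene density that goes with GC content stays open. The GC trend itself was 0.39 over protein-coding genes and 0.198 over 231 long noncoding genes (permutation p = 0.0023), so a GC bias of the libraries and a change of GC-rich genes in the cells cannot be told apart here, since values per library were not analysed.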

How the results depend on the processing

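The alternatives that subtract a trend, use ranks or Reactome sets, take calls at the adjusted p alone without the genes labelled in Fig. 3, or leave those genes out of the list tests were chosen after seeing the data. Of 68 alternative values of the main results, 60 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the reported one. With a fold threshold of 1.5-fold 560 genes were higher and 375 lower, and with a log2 fold change of at least 1.5 42 were higher and 24 lower, as these thresholds admit more or fewer genes by construction. The migration list without the genes labelled in Fig. 3 had 0 genes higher past 2-fold (Fisher's exact test, p = 1), by construction, since all 10 of its genes past 2-fold are labelled there, so this count gives no direction. At the adjusted p alone 15 of its unlabelled genes were higher, an odds ratio of 2.82. With calls at the adjusted p alone and the trends on GC content, length and mean level subtracted, 10 of its unlabelled genes were higher and the test no longer passed (Fisher's exact test, p = 0.068; range over its alternatives 1.5e-08 to 1). The number of gene lists past the threshold was 7. With the trends alone subtracted it was also 7, as the mesenchymal list lost the call and apoptosis regulators gained it (adjusted p = 0.032). Without the labelled genes alone it was 5, as the list of labelled genes drops out by construction and the migration list, without genes picked for their change, lost the call. With both changes it was 4, as the mesenchymal list lost it too. Reactome sets that passed with more lower genes than the background, at the adjusted p alone, went from 123 to 6 with these trends subtracted. The cause was not tested. The mesenchymal list (adjusted p = 0.035) did not pass with the trends subtracted (0.076), on ranks (0.11), without the filter (0.086) or over genes with a mean level of at least 2 (0.084). The epithelial list (adjusted p = 0.056) passed on ranks (0.030) and without the filter (0.048), and had 0.14 with the trends subtracted. The proliferation list (adjusted p = 0.082) passed without the filter (0.023) and over genes with a mean level of at least 2 (0.031), and had an adjusted p of 0.57 with the trends subtracted. Of 544 alternative values of 136 single genes, 529 kept their call, 14 lost it and 1 gained it. Most of these alternatives reuse the authors' fold change and p-value and only redo the adjustment over other genes. Agreement there is largely by construction. Masp1 lost it without the filter and over genes with a mean level of at least 2 (adjusted p = 0.067 and 0.062); the other changes came with the trends subtracted. The share of higher genes at the adjusted p alone moved from 47.8% to 49.8% with the GC and length trend subtracted and to 51.5% with the running median subtracted. Alternatives that need values per library could not give a value: other normalizations, pseudocounts, recovered reads, leaving out a replicate, and camera with an estimated correlation or fry. No paired analysis was possible because the deposited comparison has no column of a single library. Depth limits rare genes most: the median standard error was 0.37 for tested genes with a mean level under 100 and 0.10 from 3000 on.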

Differences from the paper's values

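The shares of upregulated genes per chromosome that Fig. S3 B shows match those found here: about 12% in Fig. S3 B, read by eye, and 11.8% here for chromosome 2, about 9.5% and 9.47% for chromosome 6, and about 1.2% and 1.18% for chromosome 10. The paper's Discussion states that chromosome 6 holds the highest percentage of upregulated genes. By the authors' deposited table, however, chromosome 2 holds 20 (11.8%) and chromosome 6 holds 16 (9.47%). Relative to the tested genes of each chromosome, chromosome 6 has the highest odds ratio, 1.95, followed by chromosome 3 with 1.94. Against RefSeq genes, the kind of background the study used, chromosome 3 has the highest odds ratio, 1.88. Chromosome 6 follows with 1.72 and chromosome 2 with 1.68. Relative to their background, the higher share of chromosome 6 and the lower share of chromosome 10 have the direction the paper states.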

Other observations

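The test of neighbouring genes, the Reactome sets and the subtraction of trends were chosen after seeing the data. Of 40 tested proliferation genes, 12 were lower and 2 higher in the authors' deposited table (15 and 4 when adjusted over the list alone), with Pcna, the clamp of DNA polymerase, and Rrm1, of ribonucleotide reductase, at log2 fold changes of -0.54 each (standard error 0.09 each); the list did not pass as a set (cameraPR adjusted p = 0.082, and 0.57 after the trends on GC content, length and mean level were subtracted, but 0.023 without the filter on mean level). A pseudogene matches 51.5% of the Pcna transcript. For lower genes without the fold threshold, 773 Reactome sets were tested (Fisher's exact test, two-sided). At an adjusted p under 0.05, 123 held more lower genes than the background and 7 fewer. The cell cycle led the former with 110 of 432 genes (adjusted p = 4e-09). With the trends on GC content, length and mean level subtracted, 6 sets passed with more lower genes and 2 with fewer. The cell cycle then did not pass (50 of 432, Fisher's exact test, adjusted p = 0.48). The GC trend may be a bias of the libraries or a change in the cells. The subtraction therefore cannot tell whether the cell cycle genes fell in the cells. The paper found less proliferation of lamin B1 KD MLE12 cells in monolayer culture, by MTS assay. Glycolysis and hypoxia genes went both ways, with 6 of 27 higher and 5 lower in the authors' deposited table (10 and 6 when adjusted over the list alone): the median was 0.05 and the mean of the test statistic -0.00797, with Ero1l, Hk2 and Gapdh at -0.80, -0.71 and -0.64, and Aldoc at 0.59. Gapdh shares 35.5% of its transcript with the pseudogene Gm3839. Of 25 genes of the NRF2 and glutathione list, 9 were higher, led by Gstt1 at 1.04, and 5 were lower, led by Slc7a11 at -1.12, in the authors' deposited table (10 and 7 when adjusted over the list alone). Of 27 apoptosis regulators 7 were higher, among them Fas at 1.04, Bmf at 0.98 and Birc7 at 1.94, and 2 were lower in the authors' deposited table (7 and 3 when adjusted over the list alone; cameraPR adjusted p = 0.094, and 0.032 after the trends were subtracted, which became 0.19 when the genes labelled in Fig. 3 were left out too).

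Transcripts of the proteins that mark the epithelial to mesenchymal transition in Fig. 2 did not pass the test in these libraries. In the authors' deposited table E-cadherin (Cdh1) had a log2 fold change of 0.05 (standard error 0.11, adjusted p = 0.81), N-cadherin (Cdh2) -0.01 (standard error 0.11, adjusted p = 0.97), fibronectin (Fn1) -0.05 (standard error 0.10, adjusted p = 0.74) and vimentin (Vim) 0.05 (standard error 0.09, adjusted p = 0.72). After the trends on GC content, length and mean level were subtracted, Vim was at 0.24 and passed (adjusted p = 0.030). The paper measured these as proteins, by immunostaining and immunoblot. Of 21 tested mesenchymal markers 6 were higher and none lower in the authors' deposited table (6 when adjusted over the list alone; cameraPR adjusted p = 0.035, and 0.076 after the trends were subtracted), led by S100a4 at 1.33, Col6a2 at 0.98 and Col6a1 at 0.53. Of 25 tested epithelial markers 6 were also higher and none lower (6 when adjusted over the list alone; cameraPR adjusted p = 0.056, but 0.030 on ranks of the statistic and 0.048 without the filter on mean level), with Elf3 at 1.05, Krt7 at 0.86, Cldn3 at 0.70 and Dsp at 0.49 in the authors' deposited table. Exons of Fn1, Elf3, Krt7 and Dsp overlap genes of the other strand. Those of S100a4 overlap Gm42674 on the same strand over 156 bases, so its value is uncertain.

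Most genes of polycomb complexes, which the paper links to Ret through EZH1, EZH2 and H3K27me3, did not pass the test. The paper reports unchanged nuclear levels of the EZH1 and EZH2 proteins and less of both bound to chromatin. Transcript levels do not measure that binding, so they do not test this link. In the authors' deposited table Ezh2 had a log2 fold change of -0.23 (adjusted p = 0.073) and Ezh1 of 0.25 (adjusted p = 0.079), the PRC2 genes Rbbp7, Mtf2 and Eed had -0.40, -0.40 and -0.36 (adjusted p = 7.6e-05, 0.0031 and 0.0046), and Jarid2, of the same complex, had 0.75 (adjusted p = 7.5e-06). Rbbp7 and Mtf2 did not pass after the trends were subtracted, at -0.19 and -0.12. Exons of these genes except Jarid2 and Ezh1 overlap genes of the other strand. Of 11 PRC2 genes 1 was higher and 3 lower (2 and 4 when adjusted over the list alone; cameraPR adjusted p = 0.61), of 20 PRC1 genes 3 were lower, and of 13 genes of H3K9 methylation 2 were lower in the authors' deposited table (3 and 2 when adjusted over the list alone). After the trends were subtracted, both H3K9 genes (Setdb2 at -0.18 and Suv39h2 at -0.36) and the PRC1 genes Bmi1 and Yaf2 (-0.19 and -0.30) lost the call, while Pcgf6, of PRC1, kept it at -0.34 (adjusted p = 0.034). Suv39h2 overlaps genes of the other strand, and Bmi1 and Rbbp7 share 73.9% and 42.0% of their transcripts with Gm5946 and Gm6382. Of 10 tested Hox genes, 1 was lower, Hoxb9 at -1.26, and 0 higher in the authors' deposited table. Markers of other cell types were sparse: 3 of 17 leukocyte markers, 3 of 13 endothelial markers and 5 of 15 fibroblast markers were abundant enough to be tested, of which 0, 1 (Tek at 0.86) and 3 passed (Pdgfra at 1.22 and Fbln1 at 0.80, and Dcn at -0.34, which lost the call after the trends were subtracted, at -0.02) in the authors' deposited table. Mapk14, the p38α gene, had a log2 fold change of 0.06 there (adjusted p = 0.72), a transcript level that does not measure p38 activation. Of 23 genes of the lamina and nuclear envelope 2 were higher and 3 lower in the authors' deposited table, of 26 p53 target genes 3 and 3, of 16 secreted inflammatory and senescence-associated factors 4 and 2, of 7 neuroendocrine markers 2 and 0, of 22 cholesterol synthesis genes 2 and 0, and of 3 club and ciliated cell genes 0 and 0 (2 and 3, 3 and 2, 6 and 2, 2 and 0, 1 and 0, and 0 and 0 when adjusted over the list alone), and none of these lists passed as a set. Of 11 complement and innate immune sensor genes 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), with a median of -0.08 while the test pointed up (cameraPR adjusted p = 0.28).

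Genes past 2-fold in one direction lay next to each other more often than in random placements. That neighbouring genes in general change together is only a hypothesis from the same data, since smaller changes were not compared between neighbours. Of consecutive tested genes on a chromosome that do not overlap and whose symbols do not start alike, 8 pairs were both past 2-fold in one direction by the authors' deposited table, against a mean of 2.38 in 10000 random placements made within groups of similar mean level (permutation p = 0.0031, one-sided). The pairs were Atp2b4 with Prelp and Prelp with Fmod on chromosome 1 (from 133699457 to 134048277), Chst1 with Syt13 on chromosome 2, Hivep3 with Edn2 on chromosome 4, Tnip3 with Ndnf and Ano2 with Ntf3 on chromosome 6, Kbtbd11 with Myom2 on chromosome 8, and Pou2f3 with Oaf on chromosome 9, and all rose but Tnip3 and Ndnf, which fell. These 8 pairs argue against random placement among genes of similar mean level. The placements were not matched on GC content, which the fold change follows, so they cannot tell position from shared GC content. Prelp stands both in the pair with Atp2b4 and in that with Fmod, so these pairs are not independent. Whether neighbours share a response for reasons unrelated to lamin B1 was not tested.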
